# The impact of stress on the transcriptomic signature of iNKT1 cells

**DOI:** 10.1016/j.bbrep.2021.101163

**Published:** 2021-10-29

**Authors:** Georgia Papadogianni, Inga Ravens, Ahmed Hassan, Oliver Dittrich-Breiholz, Günter Bernhardt, Hristo Georgiev

**Keywords:** iNKT cells, Stress response, Cell isolation, Transcriptome, P2X7

## Abstract

Invariant natural killer T (iNKT) cells develop in thymus before emigrating and settling peripheral tissues and organs. In contrast to regular naïve T cells, most iNKT cells do not continuously recirculate but are rather sessile and can adopt phenotypically as well as functionally to their tissue environment. To explore this in more detail, we focused on the most widely distributed CD4^+^iNKT1 cells and compared the transcriptome of cells isolated from liver and spleen. Whereas there are only very few genuine differences in the transcriptomes of CD4^+^iNKT1 cells of these two organs, the mode of cell isolation left clear marks in the transcriptomic signature. In contrast to liver cell isolated in the cold, cells prepared by enzymatic tissue digestion upregulated quickly a series of genes known to respond to stress. Therefore, to avoid erroneous conclusions, a comparison of expression profiles must take into consideration the history of cell preparation.

## 1 Introduction

Invariant natural killer T (iNKT) cells represent a small subset of specialized T cells. They express a narrow spectrum of T cell receptors recognizing foreign or self-glycolipids presented by the MHCI-like receptor CD1d [1,2]. iNKT cells are considered innate-like cells because they express markers distinguishing antigen-experienced T cells and produce cytokines very quickly upon challenge. These features place them at the interface between innate and adaptive immunity and numerous reports document their multifaceted roles in immune-relevant processes (see Ref. [3] for an excellent review). iNKT cells originate in thymus and are selected into the iNKT developmental pathway at the DP stage starting a stepwise maturation program [4,5]. Early studies in mouse suggested that already immature iNKT cells can leave thymus and continue to mature into sessile iNKT cells in peripheral tissues and organs [[6], [7], [8]]. But recent results implied that also mature iNKT cells can emigrate from thymus [9,10]. Instrumental towards a better understanding of the iNKT cell biology was the recent development of a classification system that combined expression of key transcription factors important for iNKT cell differentiation and function with a set of surface markers as well as the preferential production of landmark cytokines IL4, IL17 and IFNγ. Three main subsets were defined [11,12]: (CD122/CXCR3)^+^CD4^+/−^PLZF^lo^TBET^+^RORγt^−^ iNKT1 cells with predo-minating IFNγ-secretion, (CD122/CXCR3)^−^CD4^+^PLZF^hi^TBET^−^RORγt^-^ iNKT2 cells producing mainly IL4 and (CD122/CXCR3)^−^CD4^−^ PLZF^int^TBET^-^RORγt^+^ iNKT17 cells secreting IL17.

Previous analyses indicated that iNKT cells of thymus, liver and spleen largely express the same repertoire of genes [13,14]. Considering that all iNKT cells are thymus-born, it is conceivable to assume that such differences reflect functional adaptation to the particular micro-milieu and needs of the hosting organ [15,16]. In this study, we compared the transcriptomes of CD4^+^iNKT1 cells isolated from liver and spleen. Except for very few genes, the transcriptomes were nearby identical when cells were isolated at low temperatures prior to RNA isolation. However, when liver cells were obtained following an enzymatic treatment of tissue, this had profound effects on both, the general yield of cells and the transcriptome signature. We provide evidence that temperature during cell isolation is a main factor causing the observed effects.

## 2 Materials and methods

### 2.1 Animals

C57BL/6 N (BL6) and BALB/cAnNCrl (BALB/c) mice were bred in the animal facility of Hannover Medical School or purchased from Charles River Laboratories. Keeping and usage of animals as cell donors was done according to MHH guidelines and approved by LAVES, Lower Saxony. All animals analyzed were 8–12 weeks old. Female mice were used in the case of transcriptomic analyses. For all other experiments male and female mice served as cell donors.

### 2.2 Cell suspensions

Thymi and spleens were cut into small pieces, meshed through 40 μm cell strainers and washed once in FACS buffer (PBS with 3% FCS). All steps were performed in the cold.

For the isolation of liver cells, mice were perfused with cold PBS or with cold PBS supplemented with 10 μM A-438079 (Sigma). Following harvest, livers were split in two halves and the weight of each half was measured. Next, one half of each liver sample was further cut into small pieces and digested with 0.5 mg/mL collagenase D (Roche) and 0.025 mg/ml DNase I (Roche) in RPMI 1640/10% FCS for 30 min at 37 °C (liver_H_). After digestion, EDTA was added at final concentration of 20 mM. Samples were meshed through 40 μm cell strainers and washed with RPMI 1640/10% FCS. Alternatively, the second half of each liver samples were cut into small pieces and meshed through 40 μm cell strainers without digestion in the cold (liver_C_). To obtain lymphocytes, samples in 40% Percoll were layered on 70% Percoll and centrifuged at 20 °C for 20 min at 2000 rpm.

### 2.3 Antibodies and flow cytometry

Following block with 3% rat serum, cells were incubated with anti-mouse antibodies in FACS-buffer. Antibodies used were: anti-CD122 PE (TM-β1), anti-CD122 FITC (TM-β1), anti-CXCR3 PE (CXCR3-173), anti-CXCR3 FITC (CXCR3-173), anti-CD4 PerCP (RM4-5), anti-CD4 BV510 (RM4-5), anti-CD8a BV421 (53–6.7) and anti-TCRβ PECy7 (H57-597) all from Biolegend, anti-CD138 BV421 (281–2) from BD Biosciences, anti-CD44 PE (IM7.8.1), anti-CD25 Alexa 488 (PC61 5.3), anti-CD45R (B220) eFluor 450 (RA3-6B2) and anti-CD45R APC-eFluor 780 (RA3-6B2) from Invitrogen, anti-CD62L Pacific Orange (made in house), anti-CD3 AF488 (17A2, made in house) and CD1d tetramer loaded with PBS57.

Data were acquired on LSR II (BD) and analyzed using FlowJo software (Treestar).

### 2.4 Annexin V apoptosis assay

Single-cell suspension from spleen samples were prepared in RPMI 1640/10% FCS or in RPMI 1640/10% FCS supplemented with 10 μM A-438079 (Sigma). The isolated cells were plated into 96-well plates at a density of 2x10^6^ cells/200μl/well and incubated for 1h at 37 °C. Following incubation, spleen and liver samples were stained for iNKT cell surface markers along with Annexin V (Annexin V Apoptosis Detection kit, BD bioscience) and were finally resuspended in Annexin V binding buffer/DAPI (0.1 μg/ml).

### 2.5 Cell sorting and RNA isolation

Cells from spleen and liver were pooled from 4 to 6 female BL6 or BALB/c mice. Liver cells were prepared either in the cold (liver_C_) or at 37 °C (liver_H_) as described above. CD4^+^iNKT1 cells were sorted at the FACSAria Fusion (BD) as B220^−^CD3^+^tet^+^CD122^+^CD4^+^ cells from thymus and as CD138^-^B220^−^CD3^+^tet^+^CXCR3^+^CD4^+^ cells from spleen and liver. CD138 was included as an additional marker to exclude plasma B cells from the sorted populations. RNA was isolated using the RNeasyPlus Micro Kit (Qiagen).

### 2.6 Real time PCR

Spleen and liver cells were prepared under cold conditions. cDNA was synthesized using Super Script II Reverse Transcriptase (Invitrogen). Real time PCR was performed with SYBR Green Premix Ex Taq II (Takara) and primers specific for murine *Hprt* or *Hspa1a*.

*Hprt* forward: 5′-AGTGTTGGATACAGGCCAGAC-3′

*Hprt* reverse: 5′-TTCAACTTGCGCTCATCTTAGG-3′

*Hspa1a* forward: 5′-ACTGACAGCGGAGACTCTGC -3.

*Hspa1a* reverse: 5′-ACTGAACACATGCTGGTGCTG -3′

### 2.7 Library generation, sequencing and raw data processing

*Library generation, quality control, and quantification:* 1–5 ng of total RNA were used for library preparation with the ‘SMARTer Stranded Total RNA-Seq Kit v2 – Pico Input Mammalian’ (Takara/Clontech). Generated libraries were barcoded by dual indexing approach and were finally amplified by 11 cycles of PCR. Quantification of libraries was performed by use of the ‘Qubit® dsDNA HS Assay Kit’ (ThermoFisher Scientific).

*Library denaturation and Sequencing run:* Equal molar amounts of 12–15 individually barcoded libraries were pooled for one sequencing run. The library pool was prepared according to the Denature and Dilute Libraries Guide (Illumina). 1.3 ml of denatured pool was loaded on an Illumina NextSeq 550 sequencer using a High Output Flowcell for 75bp single reads (Illumina).

*BCL to FASTQ conversion:* BCL files were converted to FASTQ files using bcl2fastq Conversion Software version v2.20.0.422 (Illumina).

*Raw data processing and quality control:* Raw data were processed using nfcore/rnaseq (version 1.5dev; National Genomics Infrastructure at SciLifeLab Stockholm, Sweden). Sequenced reads were trimmed for adaptor sequence (Trim Galore! 0.4.4 dev), the reads were aligned (STAR2.5.3a_modified), assigned and counted (featureCounts1.6.1). MultiQC report was generated with MultiQC v1.5. Genome reference and annotation data: GENCODE.org (*Mus musculus*; GRCm38.p6; release M17).

*Normalization and differential expression analysis:* Normalization and differential expression analysis was performed with DESeq2 (Galaxy Tool Version 2.11.40.2).

All sequencing data were deposited at the GEO data base, accession number GSE147666.

### 2.8 Bioinformatics and statistical analysis

The normalized RNA reads were used to generate volcano plots (Qlucore Omics Explorer software). GraphPad Prism was used for statistical analyses. One-way ANOVA followed by Tukey's multiple comparisons test was done when analyzing three or more data sets. Two-way ANOVA followed by Sidak's multiple comparisons test were used when analyzing two different groups of data sets.

## 3 Results

### 3.1 Differential transcriptome read-outs depend on cell isolation protocols

iNKT cells reside in virtually all tissues and organs of mice and human. Therefore, we were interested to investigate in more detail the tissue-specific phenotype of BL6 iNKT cells. To begin with, we performed a comparative RNA analysis of CD4^+^iNKT1 cells because they represent the most wide-spread subclass of iNKT cells in BL6 mice (Fig. 1A [16]). In these experiments, single cell suspensions of liver cells were prepared using a standard protocol utilizing Protein/DNA-degrading enzymes and lymphocyte enrichment by Percoll gradient centrifugation (as described in Materials and Methods). In contrast, spleen cells suspensions were generated as usual by simply mashing organ pieces through a nylon mesh in the cold. 

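CD4+ iNKT1 cells are invariant natural killer T cells that produce interferon-γ. They were sorted by CD1d tetramer, for spleen and liver from pools of 4 to 6 mice. The paper describes each liver as split into a part for digestion and a part kept in the cold, and the labels do not tell which liver_H and liver_C libraries share mice, so all libraries were treated as independent. The deposited table holds 20 libraries in 7 groups. BL6 spleen, liver_C, liver_H, blood and thymus have 3 libraries each, BALB/c liver_H has 3 and BALB/c liver_C has 2. Liver_H tissue was digested with collagenase D and DNase I at 37 °C for 30 min, whereas liver_C and spleen were meshed in the cold without digestion. Livers were also perfused, and liver cells of both preparations passed a Percoll gradient at 20 °C, steps the paper does not give for spleen. Spleen and liver cells were gated as CXCR3+ and thymus cells as CD122+, the paper's text gives no gate for blood, and the labels give 10700 to 209900 sorted cells per library. Total RNA was made into libraries with a stranded kit for low input and read as single reads of 75 bases. The authors trimmed the reads, aligned them to GRCm38.p6 with STAR, counted them per gene of the GENCODE annotation with featureCounts and normalized the counts with DESeq2. The paper's text does not name the strand setting of the counting. The deposited values are read counts divided by a size factor per library, and at least 99.979% of the values of each library lie within 0.05 of a whole read when that factor is undone. This gave 10638776 to 13431486 reads per library (median 12548721) in spleen, 11134789 to 19893211 (13187401) in liver_C and 9336861 to 17767674 (12839515) in liver_H. It gave 9591844 and 22879834 in BALB/c liver_C and 10654067 to 10937727 (10910501) in BALB/c liver_H. The 6 genes with the most reads, among them the mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2, took 26.1 to 50.9% of the reads of a library. Libraries of 1 group differed by more than counting noise in each of 19 pairs (chi-square per degree of freedom 11.8 to 213), so every test rests on the spread between libraries. Genes with at least 10 normalized reads in at least 3 libraries were tested with limma on log2(normalized reads + 1), and p was adjusted by the method of Benjamini and Hochberg. Fold changes are on this scale, which understates them for genes with few reads. The library numbers fall into 3 ranges, and 2 of the 3 BL6 liver_H libraries but no BL6 spleen or liver_C library lie in the lowest range. Counts are therefore also given with the range as a block where that moved them by over 1.5 times. With the block, differences of BL6 liver_H from spleen or liver_C rest on the 1 liver_H library outside the lowest range.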

All subsequent steps (cell sorting, RNA isolation and sequencing) were performed identically for both sets of cells. 

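CD4+ iNKT1 cells of digested liver carried far more RNA of heat shock and immediate early genes than those of spleen, and also more RNA of granzyme B. Spleen cells carried more RNA of Il7r (ENSMUSG00000003882.5, chromosome 15, 9505788 to 9530176 of GRCm38), the interleukin-7 receptor alpha chain, at a log2 fold change of 1.36 (standard error 0.16, adjusted p = 9.3e-05). They also carried more of Ltb (ENSMUSG00000024399.5, chromosome 17, 35194439 to 35196320), the cytokine lymphotoxin beta, at 0.93 (standard error 0.12, adjusted p = 0.00014), and of Relb (ENSMUSG00000002983.17, chromosome 7, 19606217 to 19629438), a subunit of NF-kB, at 1.07 (standard error 0.15, adjusted p = 0.00036). Ltb had 4766 ± 130.4 normalized reads (SD, n = 3 pools) in spleen and 2503 ± 284 (SD, n = 3) in liver_H, and Relb had 747 ± 62.1 and 357 ± 52.3. Of 12802 genes tested in the 9 BL6 libraries of spleen, liver_C and liver_H, 865 were higher and 1195 lower in spleen than in liver_H at an adjusted p under 0.05 from limma, 366 and 483 of them by over 2-fold. The groups did not overlap in 32.8% of all genes tested, where chance gives 10%. At the thresholds of Fig. 1B (a fold of at least 3, an unadjusted p of at most 0.05 and over 300 normalized reads in at least 1 library), 10 genes were higher and 58 lower in spleen. All 68 also had an adjusted p under 0.05, and 23 of them are heat shock or immediate early genes of lists written from general knowledge. These lists were written after the paper had been read, so counts and tests of them are not independent of the genes it names. The count of 2060 genes at the adjusted p was 512 with the library range as a block. It was 935 without BL6 spleen replicate N1381, 1015 without N1377, 1314 without BL6 liver_H replicate N1225 and 1352 without N0963.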

When the transcriptomes of splenic and liver CD4^+^iNKT1 cells were compared, a moderate number of genes displayed a significant differential expression pattern (colored dots: > 3-fold difference, p ≤ 0.05) (Fig. 1B). 

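The immunoglobulin kappa constant region gene Igkc, which B cells and plasma cells transcribe, had the highest fold among the genes higher in spleen at the thresholds of Fig. 1B. It lies on chromosome 6 of GRCm38 from 70726435 to 70726966 (ENSMUSG00000076609.2). Igkc had 367 ± 133 normalized reads (SD, n = 3 pools; standard error of the mean 76.97) in spleen and 23.4 ± 23.9 (SD, n = 3) in liver_H. The log2 fold change was 4.31 (standard error 0.59, adjusted p = 0.00032), a fitted fold of 19.8, while the ratio of the group means was 15.65. Every spleen library had more reads of Igkc than every liver_H library (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow; 0.15 after adjustment over 24 such tests). The fitted fold was 33.9 without BL6 liver_H replicate N1225 and 7.81 with the library range as a block. Genes with smaller folds included Bc1 (ENSMUSG00000115783.1, chromosome 7, 144914470 to 144914637), a short non-coding RNA, at a log2 fold change of 2.01 (standard error 0.28, adjusted p = 0.00033), and Fnta (ENSMUSG00000015994.10, chromosome 8, 25998722 to 26015650), the alpha subunit of protein farnesyltransferase, at 1.59 (standard error 0.19, adjusted p = 0.00011). Fnta had 503 ± 52.5 normalized reads in spleen and 171 ± 49.0 in liver_H.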

Only *Igkc* coding the immunoglobulin kappa light chain was expressed distinctly stronger by spleen cells albeit at overall low levels (21.6-fold, 366.3 ± 76.9 RNA reads). Possibly, this was caused by a small cross-contamination of B cells even though care was taken during cell sorts by including B cell markers (B220, CD138). In contrast, the set of genes showing a liver-biased expression was larger. In addition, there was a series of genes expressed strongly and almost exclusively in liver cells. 

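Further genes of B cells and antigen-presenting cells were higher in spleen than in liver_H, and hepatocyte genes were lower. Of 22 measured markers of B and plasma cells, 13 were higher in spleen, 0 lower and 9 not called (17 higher when adjusted over the list alone; camera adjusted p = 1.08e-09, and adjusted p = 0.196 with an estimated correlation). The invariant chain of MHC class II, Cd74 (ENSMUSG00000024610.14, chromosome 18, 60803848 to 60812646), had 501 ± 258 normalized reads in spleen and 136 ± 98.4 in liver_H (SD, n = 3 each), a log2 fold change of 2.01 (standard error 0.42, adjusted p = 0.0053), which did not pass with all 20 libraries in the fit and was 0.90 and did not pass without the lowest library range. Ighm (ENSMUSG00000076617.9, chromosome 12, 113418558 to 113422730), the immunoglobulin mu constant region, did not go with them, at 1721 ± 161 and 1649 ± 67.1 and a log2 fold change of 0.06 (standard error 0.11, adjusted p = 0.77). Of 7 measured markers of Kupffer cells and macrophages, 4 were higher in spleen and 3 not called (4 when adjusted over the list alone; camera adjusted p = 0.00485, and 0.382 with an estimated correlation). Of 3 measured hepatocyte markers, 2 were lower in spleen (2 when adjusted over the list alone; camera adjusted p = 0.0439, and 0.167 with an estimated correlation). Albumin, Alb (ENSMUSG00000029368.10), had 53.5 ± 45.3 normalized reads in liver_H and 0.273 ± 0.473 in spleen. With the library range as a block the 3 counts were 2, 0 and 0. The B cell count was 5, 5 and 4 without BL6 spleen replicates N1226, N1377 and N1381. The Kupffer cell count was 0, 0 and 2 without these and 2 without BL6 liver_H replicate N0969, and the hepatocyte count was 1 without N0963, N0969, N1225 or N1377.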

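Besides stress genes, the genes higher in liver_H than in spleen included Ifng and NK cell receptor and cell cycle genes. Ifng (ENSMUSG00000055170.4, chromosome 10, 118441046 to 118445892), which encodes interferon-γ, had 83.1 ± 22.7 normalized reads in spleen and 548 ± 204 in liver_H (SD, n = 3 pools each), a log2 fold change of -2.67 (standard error 0.26, adjusted p = 1.2e-05), and the gene AC153498.1 lies within it on the same strand. Cytokine genes went both ways, with 2 of 10 higher in spleen, 3 lower and 5 not called (2 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.625). Of 16 measured NK cell receptor genes, 9 were lower in spleen, 0 higher and 7 not called (10 lower when adjusted over the list alone; camera adjusted p = 2.47e-05, and 0.1 with an estimated correlation). Klre1, a receptor chain of the killer lectin family, had a log2 fold change of -1.83 (standard error 0.17, adjusted p = 4.6e-06). Klrk1 (ENSMUSG00000030149.15, chromosome 6, 129610323 to 129623864), which encodes NKG2D, had 1095 ± 138 and 1890.0 ± 218 normalized reads and -0.79 (standard error 0.13, adjusted p = 0.0014). Of 25 measured cell cycle genes, 19 were lower in spleen, 0 higher and 6 not called (24 lower when adjusted over the list alone; camera adjusted p = 2.54e-13, and 0.17 with an estimated correlation). The proliferation marker Mki67 (ENSMUSG00000031004.8, chromosome 7, 135689784 to 135716361) had 68.9 ± 19.9 and 401 ± 67.0 normalized reads, a log2 fold change of -2.55 (standard error 0.25, adjusted p = 1.5e-05). Topoisomerase Top2a (ENSMUSG00000020914.17, chromosome 11, 98992943 to 99024189) had 382 ± 168 and 1297 ± 213, a log2 fold change of -1.85 (standard error 0.26, adjusted p = 0.00039). Bcl2, an inhibitor of apoptosis, had a log2 fold change of -1.22 (standard error 0.13, adjusted p = 2.9e-05), and Il12rb2 (ENSMUSG00000018341.12, chromosome 6, 67291318 to 67376188), a chain of the interleukin-12 receptor, of -0.99 (standard error 0.14, adjusted p = 0.0005). The cell cycle count was 12 without BL6 liver_H replicate N0963, 10 without N1225, 10 without BL6 spleen replicate N1226 and 9 without N1381. Histone genes of replication, which share reads, did not go with the cell cycle genes, with 8 of 42 higher in spleen, 0 lower and 34 not called (9 higher and 1 lower when adjusted over the list alone, and camera adjusted p = 0.544). Without N1225 4 of them were called higher and without N1381 3, without BL6 spleen replicate N1377 3 were higher and 1 lower, and with the library range as a block 5 were higher and 7 lower.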

Strikingly, most of these genes are known to be involved in cellular stress response (bold dots in Fig. 1B): members of the family of heat shock genes (*Hspa1a*, *Hspa1b*) [17], of the family of Fos/Jun transcription factors (*Fos*, *Fosb*, *Jun*) [18] and others (*Rhob*, *Dusp1*, *Pppr1r15a*, *Nr4a1*, *Klf2*) [[19], [20], [21], [22], [23]]. Therefore, we questioned whether this finding reflects a genuine trait of the liver cells. To investigate this, we included RNA samples derived from liver CD4^+^iNKT1 cells that were prepared similar to spleen cells omitting enzymatic treatment. These liver cells were addressed as liver_C_ (C = cold) to emphasize the contrast to cells that were obtained following enzymatic digestion at 37 °C. The latter will be named liver_H_ (H = hot) cells from now on. Indeed, only the expression of two genes (*Igkc* and *Gmzb*) remained strongly biased when replacing liver_H_ by liver_C_ cells in the volcano plots (compare Figs. 1B and 2A). 

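Each of the 10 stress genes named beside Fig. 1B was lower in spleen than in liver_H at an adjusted p under 0.05, and none of their spleen and liver_H libraries overlapped. These genes were chosen by the study on these samples, so their count is not independent evidence. The heat shock genes Hspa1a and Hspa1b, neighbours with nearly the same coding sequence that share reads, had log2 fold changes of -11.10 (standard error 0.72, adjusted p = 1.2e-07) and -9.33 (standard error 0.41, adjusted p = 1e-09). The transcription factor genes Fos, Fosb and Jun had -8.49 (adjusted p = 5.1e-07), -7.52 (adjusted p = 2e-08) and -5.39 (adjusted p = 4.5e-11). The small GTPase gene Rhob had -5.10 (adjusted p = 4.5e-11), the phosphatase gene Dusp1 had -4.27 (adjusted p = 1.3e-10) and Ppp1r15a had -3.54 (adjusted p = 3.2e-08). The nuclear receptor gene Nr4a1 had -3.11 (adjusted p = 5.7e-05) and the transcription factor gene Klf2 had -3.02 (adjusted p = 1e-09). Hspa1b (ENSMUSG00000090877.3, chromosome 17, 34956436 to 34959238 of GRCm38) had 8.73 ± 4.73 normalized reads in spleen and 5759.5 ± 1540.0 in liver_H (SD, n = 3 pools each). Fosb (ENSMUSG00000003545.3, chromosome 7, 19302696 to 19310051) had 5.42 ± 1.77 and 1156 ± 181. Of 34 measured chaperones and co-chaperones of the heat shock response, 19 were lower in spleen, 0 higher and 15 not called (20 lower when adjusted over the list alone; camera adjusted p = 1.51e-15, and 0.0707 with an estimated correlation). Of 41 measured immediate early genes, 31 were lower, 0 higher and 10 not called (35 lower when adjusted over the list alone; camera adjusted p = 2.46e-35, and 0.00567 with an estimated correlation).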

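Between liver prepared in the cold and spleen no heat shock gene passed the test, while some immediate early genes did. Of 34 measured heat shock chaperones, 0 passed limma's test between spleen and liver_C, 3 had an unadjusted p under 0.05, and edgeR and DESeq2 called 0 each (camera adjusted p = 0.0881). Hspa1a had a log2 fold change of -0.76 (standard error 0.72, adjusted p = 0.7) and Hspa1b of -0.85 (standard error 0.41, adjusted p = 0.39). Of the 10 stress genes of Fig. 1B, which the study chose on these samples, 5 were lower in spleen than in liver_C, 1 higher and 4 not called (6 lower and 1 higher when adjusted over the list alone; camera adjusted p = 2.09e-07, and 0.0747 with an estimated correlation). The 5 were Jun at -1.30 (adjusted p = 0.001), Rhob at -1.50 (adjusted p = 0.00011), Fos at -4.25 (adjusted p = 0.0017), Dusp1 at -2.39 (adjusted p = 1.2e-06) and Ppp1r15a at -1.44 (adjusted p = 0.0015), and Jun did not pass with all 20 libraries in the fit. Klf2 was higher in spleen, at 0.88 (standard error 0.14, adjusted p = 0.0026). Of 41 immediate early genes, 12 were lower in spleen, 1 higher and 28 not called (16 lower and 2 higher when adjusted over the list alone; camera adjusted p = 5.31e-09, and 0.0938 with an estimated correlation). Over all 12802 genes, 117 were higher and 209 lower in spleen than in liver_C at an adjusted p under 0.05 from limma, 91 and 107 of them by over 2-fold. The groups did not overlap in 19.3% of the genes, where chance gives 10%. At the thresholds of Fig. 2A, 4 genes were higher and 15 lower in spleen, and 1 of these 19 is a heat shock or immediate early gene of the lists. The count of 326 genes was 721 with the library range as a block. It was 161 without BL6 spleen replicate N1377, 138 without N1381 and 158 without BL6 liver_C replicate N1383, and the count of 19 was 12 without N1224.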

Fig. 2B depicts the actual read counts for these two genes. 

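Granzyme B, a serine protease of cytotoxic granules, was scarce in spleen cells and abundant in both liver preparations, and Igkc went the other way. Gzmb lies on chromosome 14 of GRCm38 from 56258838 to 56262260 (ENSMUSG00000015437.5). It had 79.7 ± 17.0 normalized reads (SD, n = 3 pools) in spleen, 2342 ± 338 (SD, n = 3) in liver_C and 2434 ± 381 (SD, n = 3) in liver_H. The log2 fold change was -4.87 (standard error 0.17, adjusted p = 1.9e-10) between spleen and liver_C and -4.93 (standard error 0.17, adjusted p = 5.3e-11) between spleen and liver_H. Between liver_H and liver_C it was 0.05 (standard error 0.17, adjusted p = 0.92), and the liver libraries overlapped (exact two-sided permutation test, p = 0.8). Igkc had 4.89 ± 3.00 normalized reads (SD, n = 3) in liver_C, and the log2 fold change between spleen and liver_C was 6.02 (standard error 0.59, adjusted p = 4.5e-05). The ratio of the group means was 74.9. Between liver_H and liver_C the log2 fold change of Igkc was 1.71 (standard error 0.59, adjusted p = 0.16) (exact two-sided permutation test, p = 0.2), and it was 3.26 and passed without the lowest library range. For Gzmb and Igkc alike, no spleen library lay within the range of the liver_C libraries (p = 0.1 by the exact two-sided permutation test, the smallest p possible).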

Interestingly, thymic iNKT1 cells express granzymes (*Gzma* and *Gzmb*) in an age dependent manner [24] suggesting that iNKT1 cells modulate their functionality in an age and organ specific manner. Apart from this, however, only very few genes displayed a moderate organ specific expression pattern (Fig. 2A). 

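Genes higher in spleen than in liver_C included Il7r, Trib2, Nfkbia and many B cell markers, and genes lower in spleen included Bcl2, Fgl2 and Klre1. Il7r, the interleukin-7 receptor alpha chain, had 6422 ± 524 normalized reads in spleen and 2017 ± 343 in liver_C (SD, n = 3 pools each), a log2 fold change of 1.68 (standard error 0.16, adjusted p = 4.1e-05). The pseudokinase gene Trib2 (ENSMUSG00000020601.8, chromosome 12, 15791727 to 15816922 of GRCm38) had 914 ± 200.1 and 275 ± 43.2 normalized reads and a log2 fold change of 1.71. Of 21 measured NF-kB target genes, 3 were higher and 18 not called (4 higher when adjusted over the list alone; camera adjusted p = 0.00106, and 0.221 with an estimated correlation). Among them was Nfkbia, the inhibitor of NF-kB, at 0.89 (standard error 0.16, adjusted p = 0.007). Bcl2 (ENSMUSG00000057329.7, chromosome 1, 106538178 to 106714274) had 1514 ± 159 normalized reads in spleen and 4689.5 ± 345 in liver_C, a log2 fold change of -1.63 (standard error 0.13, adjusted p = 5e-06). The prothrombinase gene Fgl2 (ENSMUSG00000039899.5, chromosome 5, 21372642 to 21378374) had 1919 ± 259 and 6284 ± 921, a log2 fold change of -1.71. Klre1 (ENSMUSG00000050241.8, chromosome 6, 129577905 to 129585827) had 141 ± 17.3 and 514 ± 21.2, a log2 fold change of -1.87. Of 16 NK cell receptor genes, 5 were lower in spleen, 0 higher and 11 not called (10 lower and 1 higher when adjusted over the list alone; camera adjusted p = 7.49e-08, and 0.0876 with an estimated correlation). Entpd1, the ectonucleotidase CD39, had a log2 fold change of -1.09 (standard error 0.16, adjusted p = 0.0017). Of 22 markers of B and plasma cells, 13 were higher in spleen, 0 lower and 9 not called (20 higher when adjusted over the list alone; camera adjusted p = 5.25e-23, and 0.0938 with an estimated correlation). Of 12 measured genes of iNKT2 and iNKT17 cells, 3 were higher, 0 lower and 9 not called (4 higher when adjusted over the list alone; camera adjusted p = 0.00193, and 0.102 with an estimated correlation). The NK cell receptor count was 3 without BL6 spleen replicate N1377, N1381 or BL6 liver_C replicate N1383, and the B cell count was 4, 4, 5 and 4 without N1226, N1377, N1381 and N1383. Of 7 measured markers of Kupffer cells and macrophages, 2 were higher, 0 lower and 5 not called (4 higher when adjusted over the list alone, camera adjusted p = 4.86e-05, and 0.218 with an estimated correlation), a count that was 0 without N1226, N1377 or N1383, 1 without N1381 or BL6 liver_C replicate N1224, and 4 by DESeq2.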

Finally, Fig. 3A shows the direct comparison of the transcriptomes of liver_H_ and liver_C_ CD4^+^iNKT1 cells. Virtually all genes expressed with a bias more than three-fold can be found among liver_H_ cells, i.e. their expression was induced or upregulated due to the mode of cell isolation. 

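Within the liver, the digested preparation was set apart by more RNA of heat shock and immediate early genes. Between liver_H and liver_C, 209 genes were higher in liver_H and 98 lower at an adjusted p under 0.05 from limma, 147 and 51 of them by over 2-fold. The groups did not overlap in 20.3% of the genes tested, where chance gives 10%. At the thresholds of Fig. 3A, 29 genes were higher and 3 lower in liver_H, 31 of these 32 had an adjusted p under 0.05, and 16 are heat shock or immediate early genes of the lists. Hspa1a had a log2 fold change of 10.34 (standard error 0.72, adjusted p = 6.7e-07) and Hspa1b of 8.48 (standard error 0.41, adjusted p = 5.2e-09). Fosb had 6.02 (standard error 0.42, adjusted p = 6.7e-07) and Jun 4.08 (standard error 0.18, adjusted p = 2.7e-09). Hspe1 (ENSMUSG00000073676.4, chromosome 1, 55088132 to 55091307), a mitochondrial chaperonin gene that overlaps Hspd1 on the opposite strand, had 169 ± 32.5 normalized reads in liver_C and 893 ± 89.1 in liver_H (SD, n = 3 pools each), a log2 fold change of 2.41 (standard error 0.20, adjusted p = 4.1e-06). The co-chaperone gene Dnaja4 (ENSMUSG00000032285.15, chromosome 9, 54698873 to 54716315) had a log2 fold change of 1.79 (standard error 0.15, adjusted p = 5.4e-06). Among the genes lower in liver_H was Fnta, at -1.26 (standard error 0.19, adjusted p = 0.0022). Of 22 markers of B and plasma cells, 0 were called by limma, 3 had an unadjusted p under 0.05, and edgeR and DESeq2 called 1 each. Their median log2 fold change was 0.65, higher in liver_H (camera adjusted p = 0.0211, and 0.647 with an estimated correlation). Of the CD8 T cell markers Cd8a and Cd8b1 both were higher in liver_H (2 when adjusted over the list alone; camera adjusted p = 0.00117, and 0.11 with an estimated correlation), and they were also the 2 genes called among 10 measured markers of double-positive thymocytes (0 lower, 8 not called; 2 when adjusted over the list alone; camera adjusted p = 0.00794, and 0.186 with an estimated correlation). Cd8a had 4.29 ± 3.93 and 59.2 ± 31.5 normalized reads, a log2 fold change of 3.80 (standard error 0.74, adjusted p = 0.014), which was 3.53 without BL6 liver_H replicate N0963 and 3.51 without N0969 and passed in neither. Both counts were 0 without N0963 or N0969, 1 without BL6 liver_C replicate N1224, N1379 or N1383, and 0 with the library range as a block. Of 12 measured genes of iNKT2 and iNKT17 cells, 2 were higher, 0 lower and 10 not called (5 higher when adjusted over the list alone; camera adjusted p = 0.00218, and 0.0759 with an estimated correlation), a count that was 0 without N0963, 1 without N1379, N1383 or BL6 liver_H replicate N1225, 0 with the block, and 4 by DESeq2. The count of 307 genes was 90 with the library range as a block. It was 119 without N0963, 175 without N0969, 149 without N1379 and 139 without N1383. The paper reports that nearly all genes with a bias over 3-fold lay on the side of liver_H. It concludes that the mode of cell isolation induced or upregulated them. In a separate RT-PCR experiment, it reports induction of Hspa1a after spleen and liver cells isolated in the cold were incubated at a raised temperature. That experiment was not analysed here.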

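Hspa1a, a heat shock protein 70 gene, was near 0 in both cold preparations and abundant in liver_H, while Jun, Rhob and Fos were lowest in spleen, higher in liver_C and highest in liver_H. Hspa1a lies on chromosome 17 of GRCm38 from 34969190 to 34972156 (ENSMUSG00000091971.3). It had 1.75 ± 1.65 normalized reads (SD, n = 3 pools) in spleen, 5.07 ± 5.60 (SD, n = 3) in liver_C and 5334 ± 1688 (SD, n = 3) in liver_H. Jun, a subunit of the transcription factor AP-1 (ENSMUSG00000052684.4, chromosome 4, 95049034 to 95052222), had 281 ± 68.8 in spleen, 690.4 ± 133 in liver_C and 11651 ± 1556 in liver_H. Rhob, a small GTPase of endosomes (ENSMUSG00000054364.5, chromosome 12, 8497661 to 8500009), had 108 ± 18.0, 306 ± 43.2 and 3721 ± 522 in the same order. Fos, another AP-1 subunit (ENSMUSG00000021250.13, chromosome 12, 85473890 to 85477273), had 5.63 ± 6.53, 79.1 ± 19.3 and 1501 ± 305. For each of these 4 genes the liver_H libraries lay above all spleen and liver_C libraries (exact two-sided permutation test, p = 0.1, the smallest p for 3 against 3). Between spleen and liver_C the libraries of Jun, Rhob and Fos did not overlap either (p = 0.1 by the same exact test), and those of Hspa1a did (p = 0.5 by the same exact test).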

Fig. 3B and Supplementary Table S1 show the expression of some selected genes. 

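In BALB/c mice the digested liver preparation was also marked by more RNA of heat shock genes and of Jun and Klf2, which encode transcription factors, and fewer genes passed the test than in BL6. The table holds 3 BALB/c liver_H libraries and 2 BALB/c liver_C libraries, which were fitted together with the 6 BL6 liver libraries. The labels give 14000 to 25500 sorted cells for BALB/c liver_H and 75000 and 208200 for BALB/c liver_C. Preparation and number of cells thus cannot be told apart in BALB/c. Hspa1b, a heat shock protein 70 gene, had 45.1 ± 19.5 normalized reads (SD, n = 2 pools) in BALB/c liver_C and 5998 ± 2330.0 (SD, n = 3) in liver_H, a log2 fold change of 7.03 (standard error 0.40, adjusted p = 1.8e-06). Jun had 3.48 (standard error 0.31, adjusted p = 0.00011) and Klf2 2.96 (standard error 0.28, adjusted p = 0.00013). Of 13202 genes tested, 34 were higher and 2 lower in BALB/c liver_H than in liver_C at an adjusted p under 0.05 from limma, 32 and 2 of them by over 2-fold. The libraries of the strains are separate, but both tests take part of their spread from the BL6 liver libraries. The chance value that follows assumes independent tests and is only a guide. Of 12601 genes tested in both, 30 of the 34 genes higher in BALB/c liver_H were among the 209 higher in BL6 liver_H, where chance gives 0.564. Of these 209 genes, 200 had the same sign in BALB/c, with a median log2 fold change of 1.37 in BL6 and 1.00 in BALB/c. Of the 98 genes lower in BL6 liver_H, 92 had the same sign, with medians of -1.04 and -0.58. Both sets were chosen for passing in BL6, which enlarges the BL6 medians and not those of BALB/c. The gap between the medians is therefore no measure of a difference between the strains. The test of a difference between the strains in the effect of digestion called 0 genes with limma (348 at an unadjusted p under 0.05), 0 with edgeR and 1 with DESeq2. These 348 of 13202 genes are fewer than chance alone would give at that unadjusted threshold. In simulated data that test found 88% of genes with an 8-fold difference between the strains, 34% with a 3-fold and 4% with a 2-fold difference. Genes with few reads were not among those given a difference. The count of 36 genes was 83 with the library range as a block, 90 without BALB/c liver_C replicate N0970 and 15 without BALB/c liver_H replicate N0972. Of the difference between the strains, limma called 7 genes without BALB/c liver_C replicate N1227, 0 without any other library and 1 with the block.

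**Figure D1:**
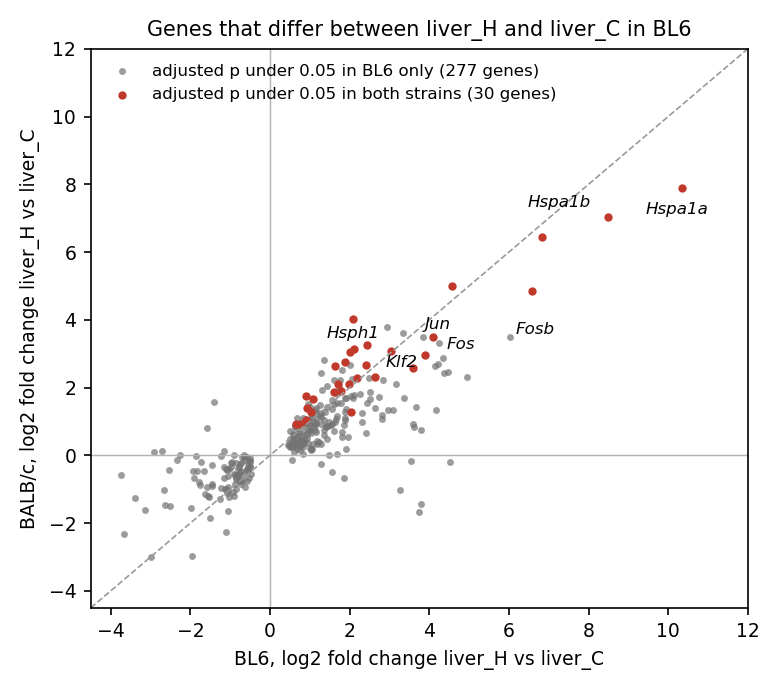
Log2 fold change between liver_H and liver_C in BL6 (x axis) and in BALB/c (y axis) for the 307 genes that passed limma's test in BL6. Red points passed in both strains and grey points in BL6 alone, the dashed line marks equal values, and most points lie on the same side of 0 in both strains; for genes listed at 0 in a group the plotted value depends on the 1 added to each value.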

When the study was extended to include liver cells from BALB/c animals, a pretty similar pattern emerged (Supplementary Fig. S1 and Supplementary Table S1) indicating that the observed stress response is not strain specific.

**Fig. 1:**
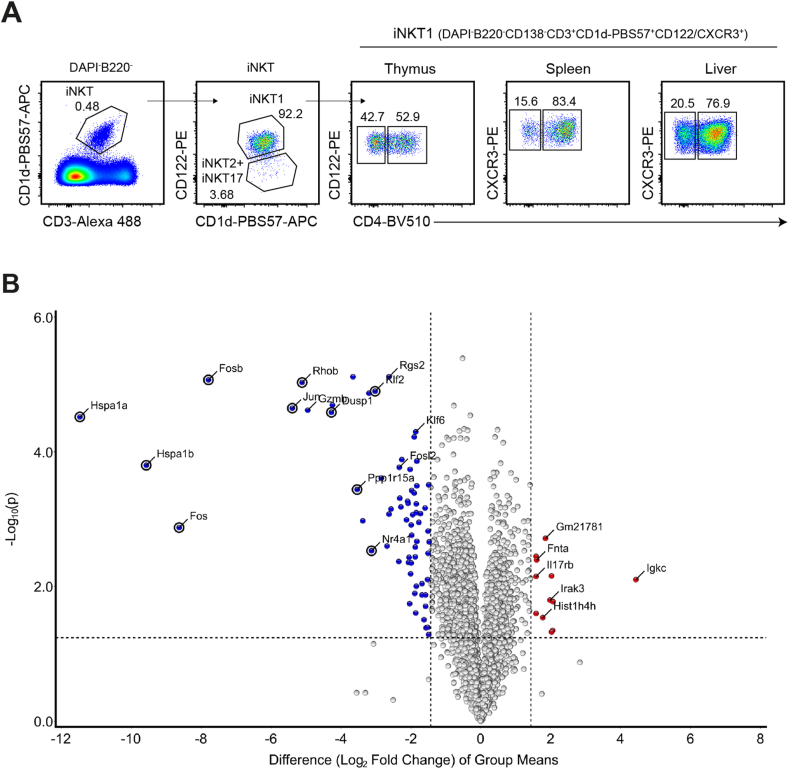
Genes expressed differentially by CD4^+^iNKT1 cells of liver and spleen. **(A)** Representative flow cytometry plots illustrating the gating strategy applied to identify iNKT subsets. Frequencies of iNKT cells in the corresponding gates are given. **(B)** Volcano plot illustrating genes upregulated (red dots) or downregulated (blue dots) in CD4^+^iNKT1 cells from spleen when compared to liver_H_ (fold change ≥3, p value ≤ 0.05). Data were collected from three independent RNA sequencing runs per cell type. Shown are 5887 genes with >300 RNA reads/gene in at least one of the three samples. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

**Fig. 2:**
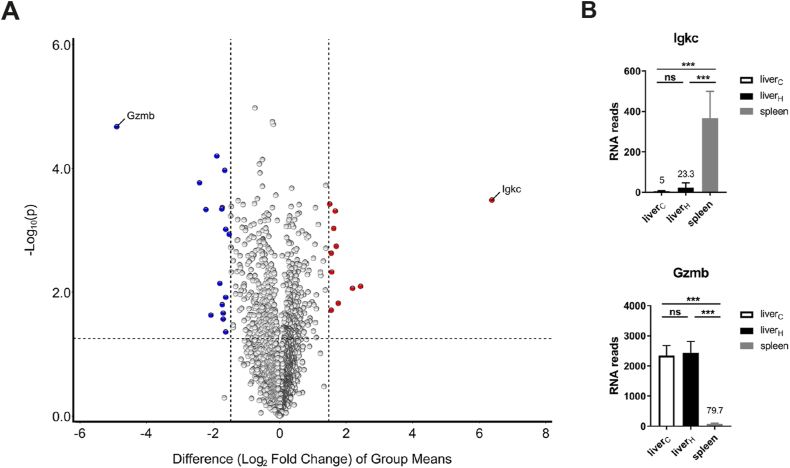
Mode of cell preparation influences RNA expression profile. **(A)** Volcano plot illustrating genes upregulated (red dots) or downregulated (blue dots) in CD4^+^iNKT1 cells from spleen when compared to liver_C_ (fold change ≥3, p value ≤ 0.05). Data were collected from three independent RNA sequencing runs per cell type. Shown are 6132 genes with >300 RNA reads/gene in at least one of the three samples. **(B)** RNA reads (mean ± sd) of the indicated genes in CD4^+^iNKT1 cells from liver_C_, liver_H_ and spleen. Data source as in A. One-way ANOVA followed by Tukey's multiple comparisons test were performed in B. ***p < 0.001, ns: not significant. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

**Fig. 3:**
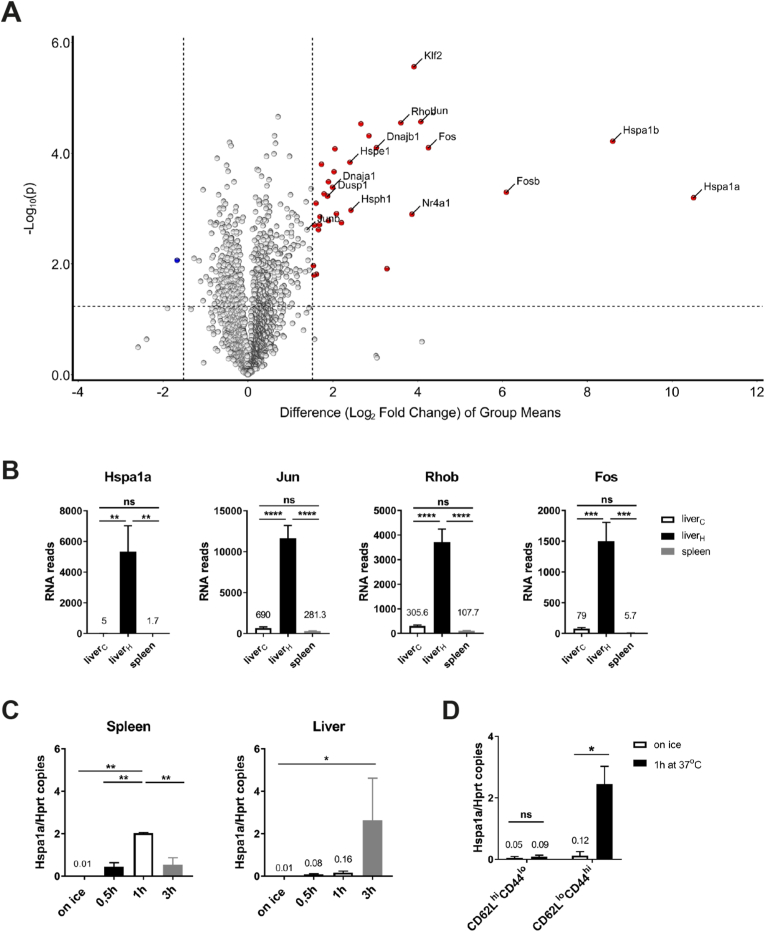
Temperature is a main factor influencing expression of stress genes. **(A)** Volcano plot illustrating genes up-regulated (red dots) or down-regulated (blue dots) in CD4^+^iNKT1 cells from liver_H_ when compared to liver_C_ (fold change ≥3, p value ≤ 0.05). Data were collected from three independent RNA sequencing runs per cell type. Shown are 6078 genes with >300 RNA reads/gene in at least one of the three samples. **(B)** RNA reads (mean ± sd) of the indicated genes in CD4^+^iNKT1 cells from liver_C_, liver_H_ and spleen. Data source as in Fig. 1, Fig. 2A. **(C)** Determination of *Hspa1a/Hprt* copies by RT-PCR in RNA samples of CD4^+^iNKT1 cells obtained in the cold from spleen or liver (samples on ice) and following incubation at 37 °C for 0.5, 1 and 3 h. **(D)** Determination of *Hspa1a/Hprt* copies by RT-PCR in RNA samples of CD62L^hi^CD44^lo^ and CD62L^lo^CD44^hi^ CD4^+^T cells (DAPI^−^CD8^-^B220^−^CD25^−^tet^-^) obtained from spleen and following incubation at 37 °C for 1 h. Data were collected from three independent experiments where the cells were pooled from 4 to 6 BL6 mice prior to sorting in (A) and (B), from 2 to 3 independent experiments where the cells were pooled from 2 to 4 BL6 mice in (C) and from 2 independent experiments analyzing 2 BL6 mice in (D). One-way ANOVA followed by Tukey's multiple comparisons test were performed in (B) and (C). Two-way ANOVA followed by Sidak's multiple comparisons test was performed in (D). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns: not significant. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

Moreover, we investigated how the two applied isolation protocols affected the yield and subset composition of the BL6 cells isolated from liver and spleen (Supplementary Fig. S2). In both organs, isolation in the cold resulted in higher yields of iNKT1 cells (see also section 3.3). In contrast, yields of tet^−^TCRβ^+^T cells of spleen but not liver were slightly influenced by the isolation procedure. With regard to the iNKT cell subset composition, we observed a moderate shift at the expense of iNKT1 cells in liver and spleen (Supplementary Fig. S2B).

### 3.2 Increased temperature promotes stress response

Most likely, the temperature during cell isolation represents a critical parameter. To test this, CD4^+^iNKT1 cell were isolated from spleen and liver under “cold” conditions as described above and incubated at 37 °C for up to 3 h. Expression of *Hspa1a* was induced as early as 30 min into the incubation time yet the kinetics of induction varied between organs (Fig. 3C). We also isolated regular CD4^+^T cells from spleen at low temperatures and separated them into pools of CD62L^hi^ naïve cells, and CD62L^lo^ antigen-experienced cells. Upon incubation at 37 °C, only the antigen-experienced cells exerted *Hspa1a*-induction (Fig. 3D). These results indicate that the observed stress response is not restricted to iNKT cells yet it is not executed by resting naïve cells.

### 3.3 Increased temperature propels P2X7/ART2.2 activity

During the experiments we noted that the recovery rate of iNKT cells depended on the mode of cell isolation (see also section 3.1). When sample preparation included steps at 37 °C, frequencies and yields of iNKT cells were lower when compared to samples avoiding increased temperatures (hot versus cold in Fig. 4A, C, D) probably because elevated temperatures promote cell apoptosis/necrosis. 

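In CD4+ iNKT1 cells of spleen and liver, P2rx7 and Art2b were among the genes with the most reads in every preparation. P2rx7, which encodes the ATP-gated channel P2X7, lies on chromosome 5 of GRCm38 from 122643911 to 122691432 (ENSMUSG00000029468.17). It had 2569.5 ± 531 normalized reads (SD, n = 3 pools) in spleen, 3053 ± 448 (SD, n = 3) in liver_C and 3223 ± 301 (SD, n = 3) in liver_H. Of 12802 genes tested, 96.3%, 96.7% and 96.6% had a lower mean in these groups. The exact two-sided permutation test gave p = 0.3 for spleen against liver_C, p = 0.2 for spleen against liver_H and p = 0.7 for liver_C against liver_H. Art2b, which encodes the ADP-ribosyltransferase ART2.2, lies on chromosome 7 from 101576970 to 101585600 (ENSMUSG00000030651.5). It had 2171 ± 103 normalized reads in spleen, 1901 ± 127 in liver_C and 2088 ± 221 in liver_H, and 95.1%, 93.6% and 93.8% of genes had a lower mean. The same exact test gave p = 0.1 for spleen against liver_C, the smallest p that 3 against 3 allow, p = 0.8 for spleen against liver_H and p = 0.3 for liver_C against liver_H. Cd38 (ENSMUSG00000029084.5, chromosome 5, 43868553 to 43912375), which encodes another enzyme that consumes NAD, had 449 ± 75.8 in spleen, 566 ± 26.4 in liver_C and 559.9 ± 60.3 in liver_H.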

We observed that peripheral CD4^+^iNKT1 cells express high amounts of *P2rx7* and *Art2b* (Fig. 4B) confirming recent observations [25]. The receptor P2X7 (*P2rx7*) represents an ATP gated ion channel and has multiple functions in immune cells [26]. One of these would be induction of apoptosis in the presence of high concentrations of extracellular ATP. Importantly, ADP-ribosylation of the receptor by the ecto-enzyme ART2.2 (*Art2b*) augments tremendously the P2X7-mediated sensitivity to apoptosis. Thus, the expression of P2X7 and ART2.2 renders cells prone to apoptosis in the presence of already low concentrations of NAD^+^, the substrate required by ART2.2 to ADP-ribosylate P2X7. To elucidate the role of the P2X7/ART2.2-system in this context in more detail, cells from spleen were isolated and either kept in the cold or incubated for 1 h at 37 °C in cell culture medium in the presence or absence of the P2X7-inhibitor A-438079. The temperature-triggered decrease in iNKT cell frequencies as well as numbers were reverted completely by adding A-438079 to the medium (Fig. 4A, C). In contrast, the drug was much less effective when present during liver cell preparations (Fig. 4A, D). We observed a trend towards an increased frequency/yield of liver iNKT cells in the presence of A-438079 but the effects did not reach statistical significance. These findings are in line with an earlier report showing that applying a blocking anti-ART2.2 nanobody improves the yield and fitness of diverse T cell subsets [25]. However, the direct comparisons done here suggest that during cell preparations the P2X7/ART2.2-system contributed to cell losses in an organ-specific extent.

**Fig. 4:**
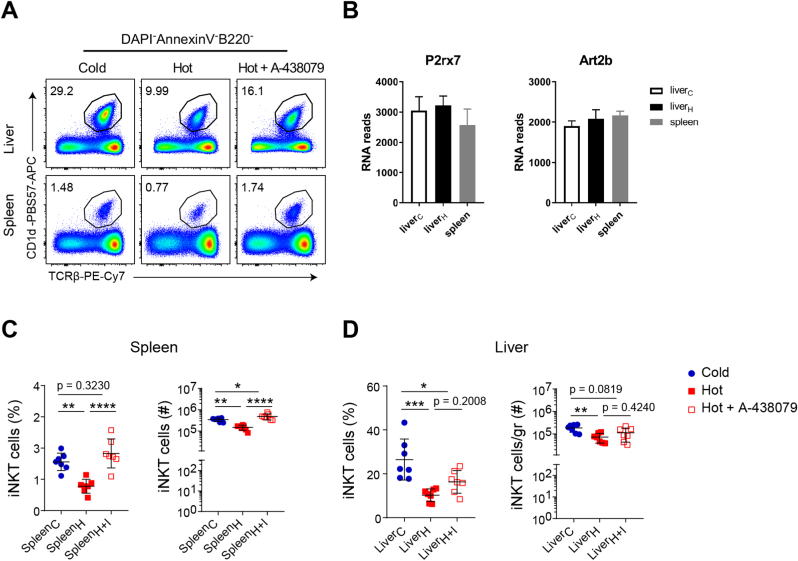
Activity of P2X7 affects yield and fitness of liver cells. **(A)** Representative flow cytometry plots illustrating iNKT cell frequencies among DAPI^−^Annexin V–B220^-^ cells in the liver and spleen of BL6 mice. **(B)** RNA reads (mean ± sd) of *P2rx7* and *Art2b* in CD4^+^iNKT1 cells from the indicated organs. Data were collected from 3 independent experiments where the cells were pooled from 4 to 6 BL6 mice. **(C**–**D)** iNKT cell frequencies and numbers in spleen and liver of BL6 mice. In order to obtain single cell suspensions, the organ was processed on ice (cold), at 37 °C (hot) or at 37 °C in the presence of a P2X7 inhibitor (hot + A-438079) as described in Materials and Methods. One-way ANOVA followed by Tukey's multiple comparisons test were performed in (B), (C) and (D). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns: not significant.

## 4 Discussion

The mode of cell preparation had a profound influence on the RNA sequencing results. Our results suggest that the transcriptomes represent a bona fide replica of genuine cellular activity only when the bioactivity of cells was “frozen” at the moment of their isolation. Although the expression of only a rather small set of genes was affected when tissue was processed at elevated temperatures, this had far-reaching implications. We observed a purposeful upregulation of heat shock genes. Enzymatic treatment of liver tissue induced strongly the expression of the two genes coding for HSPA1 [27]. 

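Partner chaperones of HSPA1 also had more RNA in liver_H than in liver_C, by less than Hspa1a and Hspa1b. Dnajb1 (ENSMUSG00000005483.10, chromosome 8, 83608193 to 83612653 of GRCm38), an HSP40 co-chaperone, had a log2 fold change of 3.03 (standard error 0.14, adjusted p = 3.7e-09). Hsph1 (ENSMUSG00000029657.15, chromosome 5, 149614287 to 149636376), a nucleotide exchange factor for HSP70 proteins, had 2.42 (standard error 0.20, adjusted p = 3.4e-06). Dnaja1 (ENSMUSG00000028410.13, chromosome 4, 40722150 to 40737149), a further HSP40 co-chaperone, had 1.99 (standard error 0.16, adjusted p = 3.4e-06) and Hsp90aa1 (ENSMUSG00000021270.13, chromosome 12, 110690605 to 110702728), the inducible cytosolic HSP90, had a fitted fold of 3.24 (adjusted p = 9.1e-06). Of the 13 genes of Supplementary Table 1, which the study chose on these samples, 6 were higher in liver_H, 0 lower and 7 not called (9 higher when adjusted over the list alone; camera adjusted p = 1.76e-18, and 0.017 with an estimated correlation). The 7 included the constitutive cytosolic chaperone Hspa8 (ENSMUSG00000015656.17, chromosome 9, 40800984 to 40810087) at a log2 fold change of 0.85 (standard error 0.22, adjusted p = 0.062), which DESeq2 and limma with the library range as a block called. They also included Hspa4 at 0.28 (adjusted p = 0.24), the mitochondrial Hspa9 at 0.15 (adjusted p = 0.62), Hspa13 at 0.12 (adjusted p = 0.83), Hspa14 at -0.04 (adjusted p = 0.91) and Hyou1 at 0.22 (adjusted p = 0.39).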

A selective weaker but still significant upregulation of heat shock genes coding for proteins assisting HSPA1 function also occurred (*Hsph1*, *Dnaja1*, *Dnajb1*, *Hsp90aa1*, colored in Supplementary Table S1) while the expression levels of other heat shock genes remained unchanged. This indicated that the cells initiated mainly a classical heat stress response (and just a rather moderate ER stress response), i.e. a massive production of chaperons protecting from damage [17]. Moreover, AP-1 expression is strongly upregulated by stress. In addition, stress can cause regulation of AP-1 activity by post-translational mechanisms [18]. Similarly, *Rhob*, *Klf2*, *Dusp1*, *Ppp1r15a*, and *Nr4a1*, respectively, belong to the set of genes that are stress sensitive. For example, KLF2 promotes a quiescent phenotype opposing cell migration and can inhibit AP-1 transcription factors [19,28]. In contrast, GADD34 (*Ppp1r15a*) prepares cells for post-stress activities by assisting in dephosphorylation of translation initiation factor eIF2α thereby reversing a stress induced inhibition of protein synthesis [23]. These results demonstrate that the CD4^+^iNKT1 cells responded by a concerted action to stress that may consist of heat or rapidly changing temperatures, shear forces or deprivation of cell contacts as well as soluble factors being part of their regular *in situ* environment. 

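Some heat shock chaperones were higher in liver_H than in liver_C in both strains, whereas no measured gene of the endoplasmic reticulum stress response passed limma's test. In BL6, 13 of 34 measured heat shock chaperones were higher in liver_H, 0 lower and 21 not called (18 higher when adjusted over the list alone; camera adjusted p = 2.22e-22, and 0.024 with an estimated correlation). Of 24 measured genes of the endoplasmic reticulum stress response, 0 were called by limma (3 at an unadjusted p under 0.05, 0 by edgeR and 1 by DESeq2; 1 higher when adjusted over the list alone; camera adjusted p = 0.714). Hspa5 (ENSMUSG00000026864.13, chromosome 2, 34771970 to 34777547 of GRCm38), the chaperone BiP, had a log2 fold change of 0.29 (standard error 0.12, adjusted p = 0.26). Hsp90b1 (ENSMUSG00000020048.13, chromosome 10, 86690209 to 86705509), the HSP90 of the endoplasmic reticulum, had 6929 ± 886 normalized reads in liver_C and 8799 ± 790.1 in liver_H (SD, n = 3 pools each), a log2 fold change of 0.35 (standard error 0.14, adjusted p = 0.22). In BALB/c, 0 of 24 of these genes were called by limma, with 0 at an unadjusted p under 0.05, 0 by edgeR and 0 by DESeq2 (camera adjusted p = 0.864). Of 13 measured genes of the integrated stress response, 4 were higher in BL6 liver_H, 0 lower and 9 not called (4 when adjusted over the list alone; camera adjusted p = 1.58e-05, and 0.024 with an estimated correlation). One of them was the transcription factor gene Atf3 (ENSMUSG00000026628.13, chromosome 1, 191170296 to 191218039), with 95.6 ± 14.7 normalized reads in liver_H and listed at 0 in every liver_C library. This last count was 2 without BL6 liver_H replicate N0963 or N0969, and 1 with the library range as a block.

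**Figure D2:**
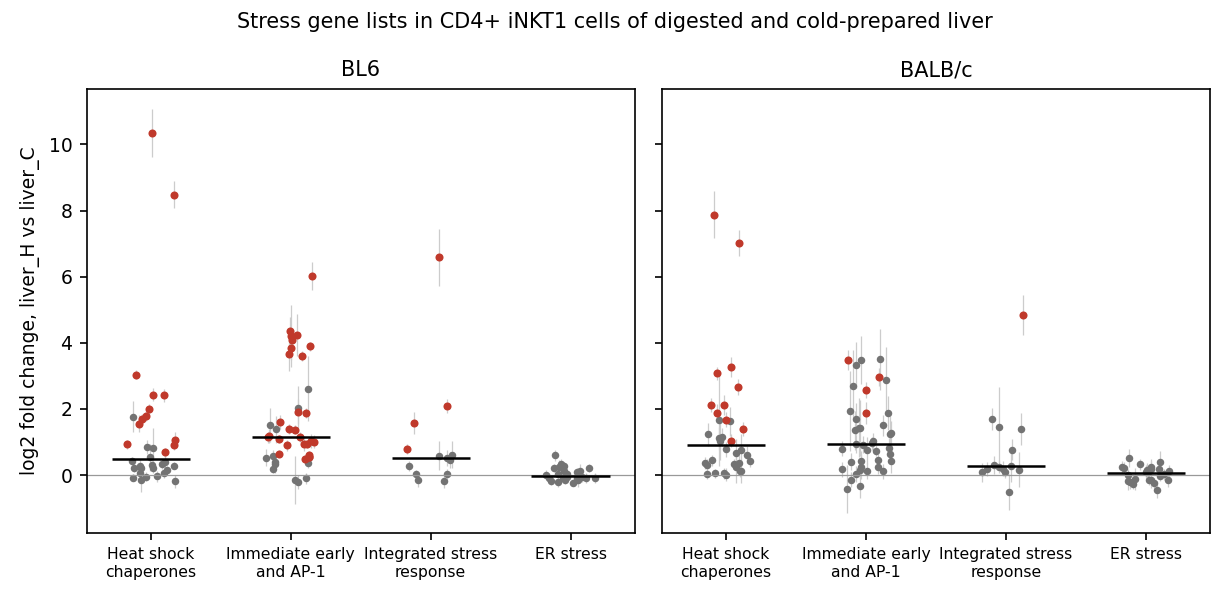
Log2 fold change between liver_H and liver_C of each measured gene of 4 lists, in BL6 and in BALB/c. Red points passed limma's test at an adjusted p under 0.05, grey bars are standard errors and black lines are medians, and the genes of the endoplasmic reticulum list lie near 0.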

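Genes of AP-1 subunits and of other immediate early factors were higher in liver_H than in liver_C. Fos had a log2 fold change of 4.23 (standard error 0.63, adjusted p = 0.0018), and without the libraries of the lowest range it had 4.53 and did not pass. Junb (ENSMUSG00000052837.6, chromosome 8, 84974484 to 84978718 of GRCm38), a Jun family subunit, had 2121 ± 152 normalized reads in liver_C and 5676 ± 1412 in liver_H (SD, n = 3 pools each), a log2 fold change of 1.39 (standard error 0.16, adjusted p = 0.00011). Of 41 measured immediate early genes, 28 were higher in liver_H, 0 lower and 13 not called (34 higher when adjusted over the list alone; camera adjusted p = 1.4e-45, and 0.00281 with an estimated correlation). The count was 12 without the libraries of the lowest range.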

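These 5 genes were higher in liver_H than in liver_C in BL6. Each passed with the library range as a block, a fit in which the difference rests on 1 liver_H library. Klf2 (ENSMUSG00000055148.7, chromosome 8, 72319033 to 72321656 of GRCm38), a transcription factor of quiescent T cells, had 168 ± 12.7 normalized reads in liver_C and 2529.6 ± 241 in liver_H (SD, n = 3 pools each), a log2 fold change of 3.90 (standard error 0.14, adjusted p = 1.9e-10). Nr4a1 (ENSMUSG00000023034.7, chromosome 15, 101254269 to 101274795), an orphan nuclear receptor induced through the T cell receptor, had 50.6 ± 22.1 and 735 ± 304, a log2 fold change of 3.84 (standard error 0.35, adjusted p = 1.1e-05). Rhob had a log2 fold change of 3.60 (standard error 0.16, adjusted p = 2.7e-09). Ppp1r15a (ENSMUSG00000040435.12, chromosome 7, 45522916 to 45526268), which encodes GADD34, had 605 ± 84.3 and 2628 ± 669, a log2 fold change of 2.09 (standard error 0.21, adjusted p = 2.7e-05). Dusp1 (ENSMUSG00000024190.6, chromosome 17, 26505590 to 26508519), a phosphatase that inactivates MAP kinases, had 1093 ± 160.5 and 4023 ± 710.0, a log2 fold change of 1.88 (standard error 0.16, adjusted p = 5.4e-06).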

Possibly, such response is inevitable because it accompanies any experimental manipulation of tissue and can be suppressed only as long as the cells are kept at temperatures slowing down or inhibiting their biological re-activities. At any rate, our results suggest that such considerations must be included in the interpretation of experimental observations. This may be illustrated by the finding that genes discussed here such as *Fos*, *Fosb*, *Jun*, *Junb*, *Rhob*, *Dusp1*, *Dnaja1*, *Dnajb1*, *Hsp90aa1*, *Klf2*, and *Nr4a1*, respectively, were identified as signature genes distinguishing resident from circulatory lymphocyte subsets [14,29,30]. 

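All 11 genes named as signature genes of resident lymphocytes were higher in liver_H than in liver_C (11 when adjusted over the list alone; camera adjusted p = 8.51e-43, and 0.000899 with an estimated correlation). They were named by the study on these samples, so the count is not independent evidence. In BALB/c, 6 of the 11 were higher and 5 not called (11 higher when adjusted over the list alone), and the 6 became 11 without BALB/c liver_C replicate N0970. Between the cold preparations, 5 of the 11 were lower in spleen than in liver_C, 1 higher and 5 not called (7 lower and 1 higher when adjusted over the list alone; camera adjusted p = 4.1e-07, and 0.0876 with an estimated correlation).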

In order to identify such diagnostic genes, the transcriptomes of circulatory and tissue-resident T cell subsets were compared. These cells were isolated from lymphoid organs representing a source for circulatory cells and from tissues like intestine or skin harboring tissue resident cells. Whereas the former cells were obtained by methods comparable to those defined here as “cold”, the latter cells were isolated following enzymatic treatment of tissue at 37 °C. Thus, the conspicuous enrichment of stress response genes among the collection of markers expressed by resident cells might be at least in part due to the different procedures applied to isolate the cells of interest.

## Declaration of competing interest

The authors declare no competing financial interests.

# Supplementary material for: The impact of stress on the transcriptomic signature of iNKT1 cells
**Source:** Biochem Biophys Rep. 2021 Oct 29;28:101163. doi: 10.1016/j.bbrep.2021.101163
**Supplement:** Multimedia component 1

Supplementary Table 1: List of heat shock genes

Listed are mainly members of the HSP70 family. Shown are only genes expressed at levels > 150 reads in liver (Lv) CD4^+^iNKT1 cells. Same source as in Fig. 1B, 2A and Supplementary Fig. 1A. Shaded areas denote genes with a stress sensitive expression as described in the text. Red: strong induction, lack of expression in cold; yellow: more moderate induction but already expressed in cold. 

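The table lists normalized reads per library for HSP70 genes and their partners, and the values here are means of the deposited table. Dnajb1 had 851 ± 146 normalized reads in BL6 liver_C and 6946 ± 908 in liver_H (SD, n = 3 pools each), and 927 ± 154 (SD, n = 2) and 7824 ± 1329.5 (SD, n = 3) in BALB/c. Hsph1 had 1018 ± 188 and 5569 ± 1564 in BL6, and 867 ± 379.9 and 8084 ± 1994 in BALB/c. Dnaja1 had 781 ± 98.9 and 3118 ± 531 in BL6, and 925 ± 272 and 3941 ± 299 in BALB/c. Hsp90aa1 had 2665 ± 261 and 8773 ± 2022 in BL6, and 2769 ± 192 and 12810.0 ± 5409.8 in BALB/c. Hspa1a had 23.2 ± 5.09 and 5809 ± 1855 in BALB/c. Hspa8, the constitutive HSP70, had 11916 ± 3399 and 21059 ± 4307 in BL6, and 6518 ± 147 and 14743 ± 3627 in BALB/c.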

Given are also the reads for *Dnaja1* and *Dnajb1* coding for members of the HSP40 protein family that act as co-chaperons of HSP70 proteins. *Hsp90aa1* codes for HSP90a, an inducible member of the HSP90 chaperon family. Values for spleen samples are shown for comparison.

| Gene | BL6  Spleen | BL6 Lv/cold | BL6 Lv/hot | BALB/c  Lv/cold | BALB/c Lv/hot | Information  (UniProt.org) |
| --- | --- | --- | --- | --- | --- | --- |
| *Hspa1a* | 3  0  2 | 0  4  11 | 6,764  3,472  5,766 | 27  20 | 4,509  4,987  7,933 | Chromosome 17  Chaperone  Stress protect |
| *Hspa1b* | 3  11  12 | 11  26  11 | 6,498  3,989  6,791 | 30  59 | 4,793  4,517  8,684 | Chromosome 17  Chaperone  Stress protect |
| *Hspa4* | 2,368  2,017  2,232 | 2,448  2,203  2,472 | 2,766  2,744  3,172 | 1,838  2,431 | 2,460  2,376  3,115 | Chromosome 11 Chaperone |
| *Hspa5* | 7,598  7,442  7,920 | 6,304  7,244  7,656 | 9,382  8,407  8,048 | 7,389  6,827 | 8,053  9,123  9,469 | Chromosome 2  ER* chaperone, BiP |
| *Hspa8* | 8,128  11,084  12,856 | 7,991  13,857  13,900 | 25,778  17,339  20,059 | 6,414  6,622 | 11,561  13,967  18,692 | Chromosome 9  Chaperone  Stress protect |
| *Hspa9* | 2,062  1,712  1,914 | 2,019  1,746  2,008 | 1,823  2,224  2,379 | 1,928  1,999 | 2,299  2,376  2,800 | Chromosome 18  Chaperone  mitochondrial |
| *Hsp13* | 308  376  381 | 215  318  314 | 388  238  318 | 433  339 | 465  618  288 | Chromosome 16  ER* Chaperone |
| *Hsp14* | 416  458  419 | 399  468  492 | 450  429  436 | 465  415 | 426  510  429 | Chromosome 2  Part of Ribosome-associated complex |
| *Hsph1* | 756  1,081  831 | 894  927  1,235 | 7,037  3,923  5,748 | 599  1,136 | 6,078  8,109  10,065 | Chromosome 5  NEF** for HSPA1 |
| *Hyou1* | 1,611  1,747  1,378 | 1,718  1,717  1,538 | 2,069  1,865  1,876 | 1,286  1,760 | 1,343  1,537  1,728 | Chromosome 9  GRP170; hypoxia induced upregulation |
| *Dnaja1* | 641  680  893 | 671  807  864 | 3,509  2,513  3,331 | 1,117  733 | 3,639  3,946  4,238 | Co-chaperon binding to HSPA1 |
| *Dnajb1* | 437  337  360 | 683  931  939 | 7,939  6,159  6,738 | 1,035  818 | 7,540  6,660  9,273 | Co-chaperon binding to HSPA1 |
| *Hsp90aa1* | 2,074  2,092  1,865 | 2,651  2,990  3,254 | 11,732  7,370  10,085 | 2,634  2,905 | 7,329  12,956  18,145 | Builds a chaperon complex with HSPA1 |

*: Endoplasmic Reticulum

**: Nucleotide-exchange factor promoting ADP release

# Supplementary material for: The impact of stress on the transcriptomic signature of iNKT1 cells
**Source:** Biochem Biophys Rep. 2021 Oct 29;28:101163. doi: 10.1016/j.bbrep.2021.101163
**Supplement:** Multimedia component 2

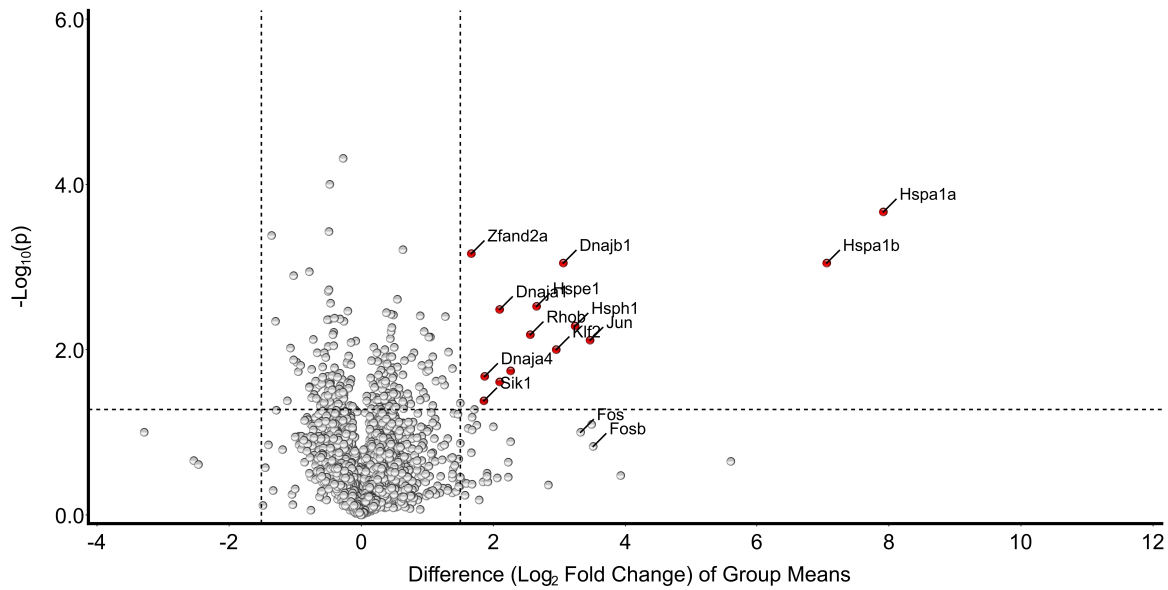

Supplementary Figure 1

Volcano plot illustrating genes upregulated (red dots) or downregulated (blue dots) in CD4⁺iNKT1 cells from liver_H when compared to liver_C (fold change ≥ 3 , p value ≤ 0.05). Data were collected from two (liver_C) or three (liver_H) independent RNA sequencing runs per cell type where the cells were pooled from 4-6 BALB/c mice. Shown are 5641 genes with >300 RNA reads/gene in at least one of the samples.

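The genes of BALB/c liver_H cells at these thresholds were mostly heat shock and immediate early genes. Of 5963 genes with over 300 normalized reads in at least 1 of the 5 BALB/c liver libraries, 32 were higher and 2 lower in liver_H at a fold of at least 3 and an unadjusted p of at most 0.05 from limma, and 18 of the 34 belong to the lists of heat shock and immediate early genes. An adjusted p under 0.05 was reached by 15 of the 34. Hspe1, the mitochondrial chaperonin 10, had 111 ± 31.2 normalized reads (SD, n = 2 pools) in liver_C and 699 ± 127 (SD, n = 3) in liver_H, a log2 fold change of 2.66 (standard error 0.24, adjusted p = 0.00011). The co-chaperone genes Hsph1 and Dnajb1 had log2 fold changes of 3.26 (standard error 0.30, adjusted p = 0.00013) and 3.07 (standard error 0.20, adjusted p = 5.1e-06), and Rhob, a small GTPase gene, had 2.57 (standard error 0.24, adjusted p = 0.00013). Of 34 measured heat shock chaperones, 11 were higher at an adjusted p under 0.05, 0 lower and 23 not called (17 higher when adjusted over the list alone; camera adjusted p = 2.44e-29, and 0.0184 with an estimated correlation). Of 41 immediate early genes, 4 were higher, 0 lower and 37 not called (20 higher when adjusted over the list alone; camera adjusted p = 6.18e-22, and 0.0917 with an estimated correlation). Of the 10 stress genes of Fig. 1B, which the study named on its BL6 samples, 5 were higher and 5 not called (10 higher when adjusted over the list alone). The last 2 counts were 20 and 10 without BALB/c liver_C replicate N0970, and 9 and 8 with the library range as a block. Of 12 measured markers of B and plasma cells, 1 was higher in liver_H and 11 not called (5 higher when adjusted over the list alone; camera adjusted p = 1.57e-06, and 0.16 with an estimated correlation), and the count was 0 without N0970 or without BALB/c liver_H replicate N0971, N0972 or N1229. Of 12 measured genes of iNKT2 and iNKT17 cells, 1 was higher, 0 lower and 11 not called (2 higher when adjusted over the list alone; camera adjusted p = 7.64e-05, and 0.0536 with an estimated correlation), and that count was 0 without N0970, N0971, N0972 or BALB/c liver_C replicate N1227 and by edgeR, and 2 by DESeq2 and with the library range as a block. The count of 34 genes at the thresholds was 81 without N0970, 75 without N1229 and 54 without N1227.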

# Supplementary material for: The impact of stress on the transcriptomic signature of iNKT1 cells
**Source:** Biochem Biophys Rep. 2021 Oct 29;28:101163. doi: 10.1016/j.bbrep.2021.101163
**Supplement:** Multimedia component 3

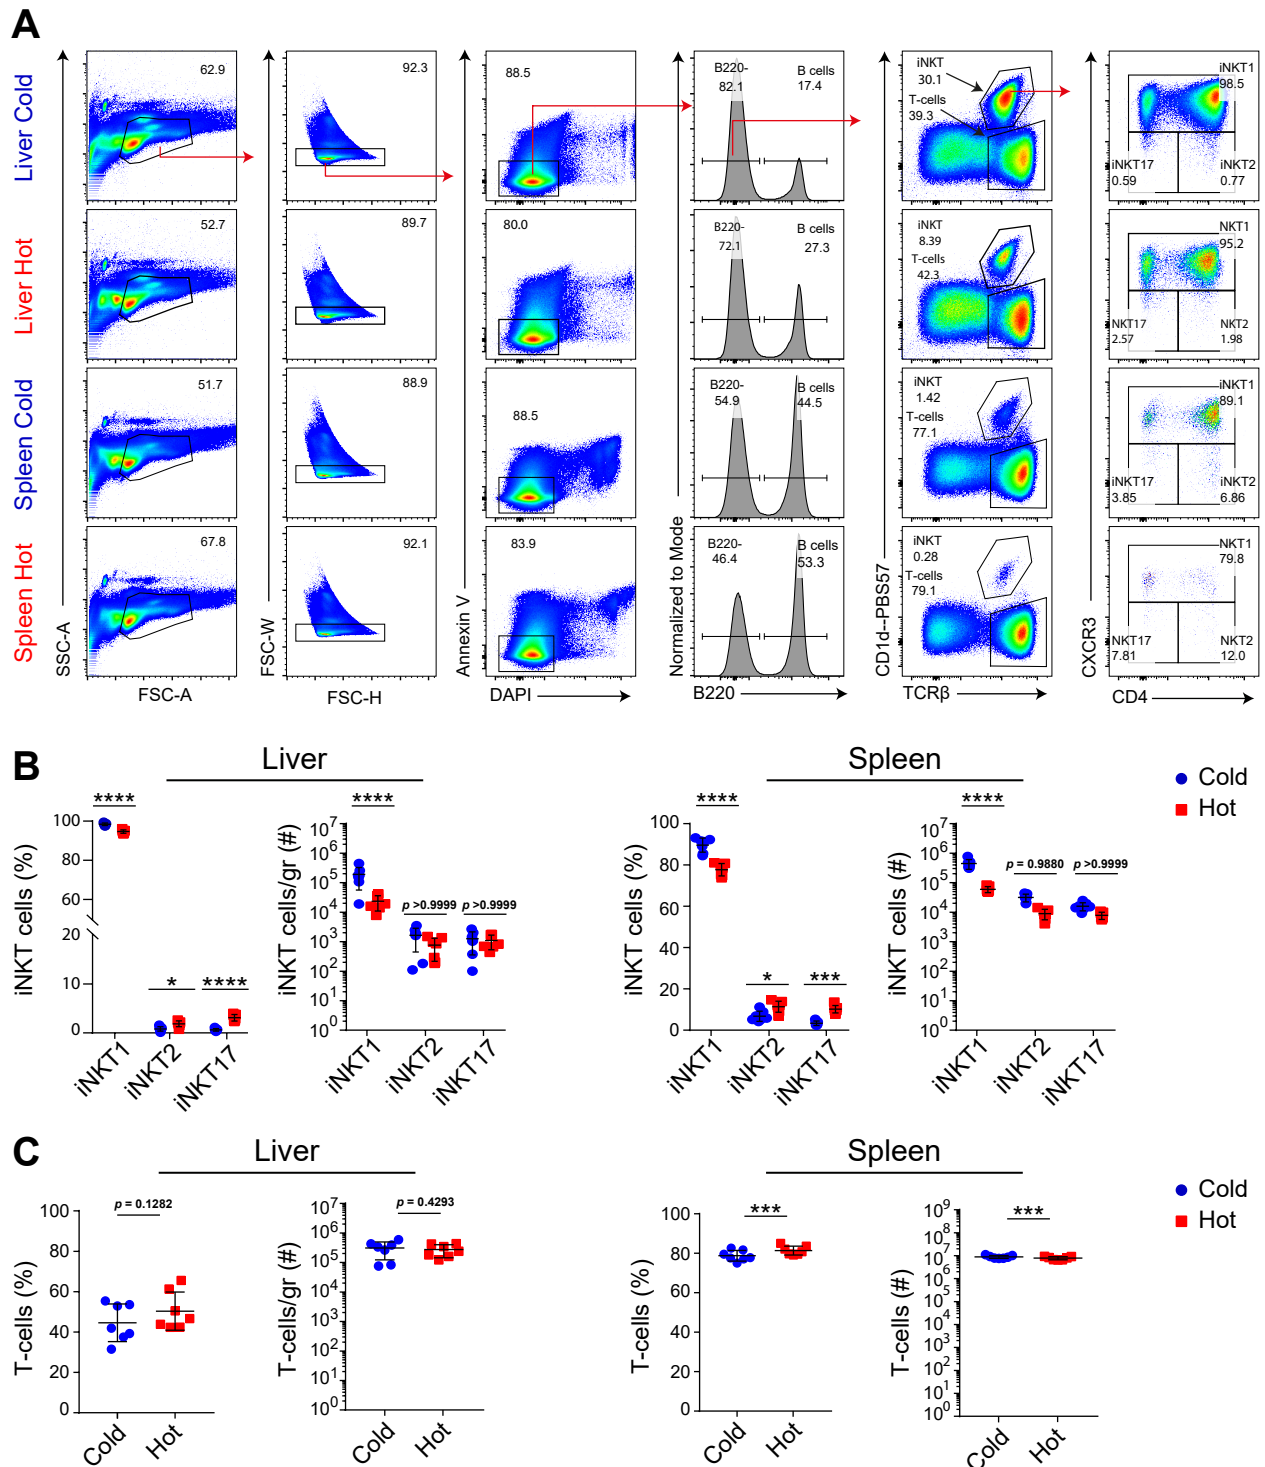

Supplementary Figure 2

Mode of cell preparation affects the yield of iNKT cells subsets. **(A)** Representative flow cytometry plots illustrating the frequencies of T cells, and the different subsets of iNKT cells (iNKT1, 2 and 17) in the spleen and liver of BL6 mouse following different organ processing methods. Isolated organs were processed either on ice (cold) or at 37°C (hot) as described in Materials and Methods. **(B-C)** Frequencies and numbers of T cells, iNKT1, 2 and, 17 cells in the spleen and liver of BL6 mice. Data is quantified according to the gating strategy displayed in **(A)**. One-way ANOVA followed by Tukey's multiple comparisons test were performed in **(B)** and **(C)**. * $p < 0.05$, ** $p < 0.001$, **** $p < 0.0001$.

How the deposited data were processed for this re-analysis (not part of the article)

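RNA of CD4+ iNKT1 cells from BL6 spleen, liver_C, liver_H, blood and thymus and from BALB/c liver_C and liver_H was measured in 20 libraries, 3 per group and 2 for BALB/c liver_C. For spleen and liver each library comes from a pool of 4 to 6 mice, and for blood and thymus the paper gives no pool size, nor for blood the sorting gate. The libraries were grouped by organ, preparation and strain as their labels give them. The authors trimmed the reads with Trim Galore 0.4.4, aligned them to GRCm38.p6 with STAR, counted them per gene with featureCounts and normalized the counts with DESeq2. The deposited table gives 53714 genes with a value per library. The unit of these values is a signal, namely the read count divided by the size factor of the library, as deposited by the authors. The base mean column of the authors is in the same signal unit and equals the mean of the 20 libraries within a relative tolerance of 1e-04 for 99.72% of the genes with a base mean over 10. The deposited table also holds the authors' log2 fold change of thymus against all other libraries and its p-value and adjusted p-value from DESeq2, which took no part in any result here. It further gives the length of each gene in bases, which was not used. Gene symbols and coordinates are those of the table, where 66 genes have no symbol and 91 share one with another gene, and genes were joined by identifier. One line of the table holds no gene and was left out, and results that would need it were not analysed here.

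The whole reads were recovered by dividing the values of a library by its smallest step, and at least 99.979% of the values of each library fell within 0.05 of a whole read. Depth per library was 9336861 to 22879834 reads over the 20 libraries, 11392720 to 14083153 in blood and 11241647 to 12598227 in thymus. The reads carry no molecular identifiers, so counting error is not the limit of precision, and errors are SD over libraries. Library numbers fall into 3 ranges, which were used as a possible batch.

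The planned test on counts was replaced by limma because the unit of the table is not counts. The values were transformed to log2(value + 1), genes with a value of at least 10 in at least 3 libraries of the fit were tested with limma 3.58.1 with trend in R 4.3.3, and p was adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. There were 7 comparisons: spleen with liver_H, spleen with liver_C and liver_H with liver_C in a fit of 9 BL6 libraries; liver_H with liver_C in BALB/c and the difference of that effect between the strains in a fit of 11 liver libraries; and blood with spleen and thymus with spleen in a fit of 15 BL6 libraries. The thresholds of the paper's volcano plots (a fold of at least 3, an unadjusted p of at most 0.05, over 300 normalized reads in at least 1 library compared) were applied to the same fits. Single genes were compared by exact two-sided permutation tests, 24 in all, adjusted as 1 family. Of 34 gene lists, 33 had enough measured genes, and each was tested by camera with a preset correlation of 0.01 and again with an estimated correlation. The lists with a result in the text are cytokines, iNKT1 identity, iNKT2 and iNKT17 genes, CD8 T cells, heat shock chaperones, endoplasmic reticulum stress, integrated stress response and immediate early genes. They also include NF-kB targets, NK cell receptors, cell cycle, replication histones and P2X7 and NAD handling. The rest are markers of B and plasma cells, hepatocytes, Kupffer cells and double-positive thymocytes, and 3 lists of genes the paper names. Results of the other lists, called or not, are left out of the text, and some of these lists passed camera with an estimated correlation as well. The lists, the tests, the alternatives and the rule for naming genes were written before the data were examined, but after the paper and its supplementary table had been read. The rule names every gene the paper names, in each comparison the 8 highest and 8 lowest log2 fold changes among called genes over 300 normalized reads without overlap of the libraries, up to 4 members of each list with the smallest adjusted p, and the 3 most abundant members of each marker list.

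In data simulated with the depth and spread of these libraries, limma found 98% of genes with a 3-fold difference between spleen and liver_H, 98% between liver_H and liver_C in BL6, 80% in BALB/c and 94% between thymus and spleen, and 84%, 74%, 38% and 70% of genes with a 2-fold difference. The simulated differences were placed only in genes above the lowest read levels tested, so these rates do not cover genes with few reads. False calls made up 3.1 to 8.3% of the calls. The alternatives were quantile normalization, no filter or a filter of over 300 normalized reads, pseudocounts of 0.5 and 10, all 20 libraries or only the 2 groups compared in the fit, the library range as a block, liver_C in place of spleen, and leaving out each library in turn. Chosen after seeing the data were edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, a fit without the libraries of the lowest range, and the list counts under each alternative. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The paper describes livers as split into a digested and a cold part, but the labels do not tell which libraries share mice, and no paired analysis was run. The RT-PCR and flow cytometry results of the paper were not analysed here.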

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

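The tests with the library range as a block for the genes that differ between spleen and liver_H, of genes called without the middle range, of carried-over reads, and of P2rx7 in thymus were chosen after the results had been seen.

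The blood and thymus libraries, which the paper does not report, differed from spleen, blood in Gzmb and cell cycle genes and thymus in P2rx7 and NF-kB genes. Blood libraries, for which the paper's text gives no sorting gate, had more RNA of granzyme B than spleen libraries (Gzmb, 2004 ± 371 normalized reads, SD, n = 3; log2 fold change 4.64 (standard error 0.17, adjusted p = 1.1e-12)), and 22 of 25 measured cell cycle genes were higher in blood (25 when adjusted over the list alone; camera adjusted p = 1.72e-28, and 0.214 with an estimated correlation). The cell cycle count was 14 without BL6 blood replicate N1378. Of 14 markers of double-positive thymocytes 2 were higher in blood, 0 lower and 12 not called (7 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00143, and 0.497 with an estimated correlation), and edgeR called 6 higher, DESeq2 2 higher and 1 lower. Of 23 markers of B and plasma cells 5 were lower, 0 higher and 18 not called (7 lower when adjusted over the list alone; camera adjusted p = 1.17e-09, and 0.375 with an estimated correlation). The first of these counts was 1 without N0962, N1378 or BL6 spleen replicate N1377 or N1381, and the other was 1, 2, 2, 3 and 2 without N0962, N1382, BL6 spleen replicate N1226, N1377 and N1381, 3 with the library range as a block and 0 with liver_C in place of spleen. Of 11 markers of Kupffer cells and macrophages 0 were called by limma (6 lower at unadjusted p < 0.05; 0 by edgeR and 1 lower by DESeq2; 4 lower when adjusted over the list alone; camera adjusted p = 0.00383, and 0.509 with an estimated correlation). Whether the cell cycle RNA comes from other cells was not tested. Between blood and spleen 402 genes were higher and 172 lower, 574 in all, at an adjusted p under 0.05 from limma. The count of 574 was 282 without N1381, 354 without N1377, 314 without N0962, 374 without N1378 and 343 without N1382, and 1060 with the library range as a block. With liver_C in place of spleen it was 36, and the log2 fold change of Gzmb was -0.23.

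Thymus libraries had less RNA of P2rx7 than spleen libraries, at 74.6 ± 21.8 normalized reads (SD, n = 3) and a log2 fold change of -5.10 (standard error 0.18, adjusted p = 1.9e-13). Of 21 measured NF-kB target genes 14 were lower in thymus, 0 higher and 7 not called (17 lower when adjusted over the list alone; camera adjusted p = 2.58e-12, and 0.0256 with an estimated correlation). The recombinase gene Rag1 of immature thymocytes had 10613 ± 3324 normalized reads in thymus and 22.5 ± 30.1 in spleen, a log2 fold change of 10.19 (standard error 1.69, adjusted p = 0.00031), and 11 of 14 markers of double-positive thymocytes were higher and 3 not called (11 higher and 1 lower when adjusted over the list alone; camera adjusted p = 6.59e-09, and 0.156 with an estimated correlation). Of 23 markers of B and plasma cells 10 were lower in thymus, 0 higher and 13 not called (17 lower when adjusted over the list alone; camera adjusted p = 2.12e-09, and 0.224 with an estimated correlation), and edgeR and DESeq2 called 7 each. This count was 3 and 6 without BL6 spleen replicate N1226 and N1381 and 5 without BL6 thymus replicate N0967 or N1380, and with liver_C in place of spleen 2 were higher and 1 lower. Of 11 markers of Kupffer cells and macrophages 2 were lower, 0 higher and 9 not called (2 lower when adjusted over the list alone, and camera adjusted p = 0.143), 1 without N1226, N1377, N0967 or N1380, and with liver_C in place of spleen 2 were higher. Whether the lower NF-kB RNA comes from such cells was not tested. Between thymus and spleen 1049 genes were higher and 779 lower, 1828 in all.

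In all, 2060 genes differed between spleen and liver_H, and 5 of the 10 stress genes of Fig. 1B were lower in spleen than in liver_C. Splitting 6 libraries into 3 and 3 can be done in 10 ways, too few for a share under 0.05, and the real split was the only 1 of each 10 with as many genes. The real count and the highest of the other splits were 2060 and 1 for spleen and liver_H, 326 and 0 for spleen and liver_C, 307 and 7 for liver_H and liver_C, 574 and 0 for blood and spleen and 1828 and 0 for thymus and spleen. At the paper's thresholds they were 68 and 5, 19 and 2, and 32 and 4 for the first 3 of these. Every other split mixes libraries of both groups, so a real difference widens its spread and lowers its count. The counts of the other splits are therefore no measure of calls by chance.

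The 2060 genes that differ between spleen and liver_H may owe part of their difference to the library range, since 2 of the 3 liver_H libraries and no spleen library lie in the lowest range. In blood and thymus, whose libraries span the lowest and the highest range, the same genes differed between the ranges by a mean of 5.5% of the difference between liver_H and spleen (14.7% and -3.6%), and between the lowest and the middle range in BALB/c liver_H by -29.5%. With the range as a block 449 of the genes passed in the same direction. In that fit the difference rests on 1 liver_H library, because only liver_H libraries lie in the lowest range. That library took part in the call, so the count cannot decide whether the range is the whole cause. Genes called without the middle range differed between its spleen and its liver_H library, 1 of each, by 58.5% of the difference in the call (93.7% in the same direction, against 69.9% of all genes), and the 2060 genes by 81.2%, which decides nothing because those libraries took part in that call. In this comparison range and preparation thus cannot be fully told apart. The organ, the digestion and the time at 37 °C, which differ together between spleen and liver_H, stay open in it.

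Jun, Rhob, Fos, Dusp1 and Ppp1r15a were higher in liver_C than in spleen, although both were prepared in the cold apart from the Percoll step of liver. Reads carried over from liver_H libraries would bring Hspa1a and Hspa1b along, but in no liver_C library did these exceed spleen by more than 0.298% of their liver_H level, while the means of the 5 genes did by 3.60 to 23.2%. The spleen and liver_C libraries are spread alike over the middle and the highest range, which argues against the range. All 5 genes passed with the library range as a block, but with this balance the block cannot move their fold changes, so that fit adds nothing. A difference between the organs and a response to the longer handling of liver, such as the Percoll step, may both be involved and were not tested.

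P2rx7 was far lower in thymus than in spleen. RNA of double-positive thymocytes would dilute all genes of iNKT1 cells alike, and the NK cell receptor genes had a median log2 fold change of 1.57. A rise of these genes in thymus could mask a dilution, so they cannot exclude it. Of 24 measured genes of iNKT1 identity, edgeR called 6 lower and 0 higher in thymus and DESeq2 7 lower and 0 higher. With limma 7 were lower and 2 higher at an unadjusted p under 0.05. A dilution that accounts for the whole fall of P2rx7 would lower such genes about as much. These counts argue against dilution as the whole cause. Dilution as a part of the difference stays open. Within the highest library range alone the log2 difference of P2rx7 was -4.86, which argues against the range. Thymus cells were sorted on CD122 and spleen cells on CXCR3, and Cxcr3 was lower in thymus at a log2 fold change of -0.56, so the gate and the stage of the cells in the organ stay open.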

How the results depend on the processing

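The fits with edgeR and DESeq2 on the recovered reads, those without the lowest library range and the list counts under each alternative were chosen after seeing the data.

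Counts of called genes stayed within 1.5 times their value under quantile normalization, under pseudocounts of 0.5 and 10 and with edgeR. The causes of the changes below were not tested, beyond what follows from fewer genes or libraries. Below, the order is spleen with liver_H, spleen with liver_C, liver_H with liver_C, BALB/c liver_H with liver_C, blood with spleen and thymus with spleen. A filter of over 300 normalized reads, which tests fewer genes, gave 1286, 167, 138, 22, 370 and 1115 genes. With all 20 libraries in the fit the first 5 counts were 1146, 174, 149, 89 and 258. With the library range as a block they were 512, 721, 90, 83 and 1060, and 1 gene differed between the strains in the effect of digestion. Without any filter BALB/c gave 22 genes and blood with spleen 368, and with only the BALB/c groups in the fit, which leaves fewer libraries, BALB/c gave 9. For spleen with liver_C, which have no library in the lowest range, the planned fit of the other ranges is the fit of these groups alone. DESeq2 gave 573 genes for spleen with liver_C, 596 for liver_H with liver_C, 134 for BALB/c and 1 for the difference between the strains. Without the lowest library range, which drops 2 of 3 BL6 liver_H libraries, there were 442 genes for spleen with liver_H, 46 for liver_H with liver_C, 345 for blood with spleen and 2 for the difference between the strains.

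At the paper's thresholds the BALB/c count of 34 was 15 with an adjusted p, 15 with a two-sample test and 56 without the lowest range, and the BL6 counts stayed within 1.5 times under every alternative other than leaving out a library. Leaving out 1 library at a time gave 935 to 2128 genes for spleen with liver_H, 138 to 371 for spleen with liver_C, 119 to 242 for liver_H with liver_C, 15 to 90 for BALB/c, 0 to 7 for the difference between the strains, 282 to 593 for blood with spleen and 1365 to 1674 for thymus with spleen. At the paper's thresholds it gave 68 to 85, 12 to 24, 27 to 37 and 28 to 81. Where this leaves 1 BALB/c liver_C library, that library is assumed to vary like the other groups.

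With liver_C in place of spleen, blood gave 36 genes, and the log2 fold change of Gzmb turned from higher to lower in blood, at -0.23, and that of Il7r from lower to higher, at 0.0571, neither of which passed. For the 89 log2 fold changes of single genes in the text, 1490 of 1506 values under the alternatives kept their call, 11 no longer passed, 3 newly passed and 2 reversed, and of the 527 with 1 library left out 525 kept theirs and 2, both of Cd8a, no longer passed. The rule for naming genes favours large changes and small adjusted p in these data. The share of kept calls follows in part from that rule and does not carry over to all called genes. Of 107 tests of a list that passed with camera, 25 passed with an estimated correlation. Depth limits genes with few reads, whose fold changes are understated on the log2(value + 1) scale.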

Differences from the paper's values

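For Dnajb1 in BL6 spleen, the paper's Supplementary Table 1 gives a mean of 378 normalized reads (SD 52.4 over its 3 values, n = 3), and the deposited table gives 756 ± 57.6 (SD, n = 3). None of the alternatives set before the data were examined brings the values together: quantile normalization gave 773, and leaving out 1 spleen library gave 766, 778 and 723. The paper's 3 values lie within 1 read of those of 1 gene of the deposited table, Dnajb12, at 436.8, 336.8 and 360.1. Of the 182 values of Supplementary Table 1, 169 lie within 1 read of the deposited values. The 13 others are the 3 of Dnajb1 in spleen, 6 of Hsp90aa1 in BL6 liver, where the paper's values are 1.106 to 1.119 times the deposited ones, and 4 in other genes.

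With the main processing the values below lie within 1.5 times of the paper's. For Igkc in spleen the paper gives 366.3 ± 76.9 reads and a fold of 21.6 over liver_H. The deposited values have a mean of 367 with an SD of 133 and a standard error of the mean of 76.97, a fitted fold of 19.8 and a ratio of means of 15.65. The fitted fold lay over 1.5 times from the paper's with a pseudocount of 10 (12.7), with the library range as a block (7.81), without the libraries of the lowest range (6.80), with edgeR (14.1) and without BL6 liver_H replicate N0963 (13.6) or N1225 (33.9). The paper's volcano plots show 5887, 6132, 6078 and 5641 genes for spleen with liver_H, spleen with liver_C, liver_H with liver_C and BALB/c. The deposited table has 5877, 5774, 5783 and 5963 tested genes with over 300 normalized reads in at least 1 of the libraries compared.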

Other observations

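The counts of list members with a library left out or with the library range as a block were chosen after seeing the data.

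Blood libraries had more RNA of cell cycle and histone genes and less of NF-kB genes and of Il7r than spleen libraries. Mki67 had 516 ± 254 normalized reads (SD, n = 3) in blood, a log2 fold change of 2.82 (standard error 0.48, adjusted p = 0.0021). Of 43 measured histone genes of replication, 13 were higher in blood, 0 lower and 30 not called (31 when adjusted over the list alone; camera adjusted p = 2.19e-17, and 0.42 with an estimated correlation). Histone genes share reads, and this count was 3 without BL6 blood replicate N0962, 1 without N1378, 7 without N1382, 1 without BL6 spleen replicate N1226 and 26 with the library range as a block. Of 21 NF-kB target genes, 10 were lower in blood, 0 higher and 11 not called (15 when adjusted over the list alone; camera adjusted p = 2.19e-14, and 0.0285 with an estimated correlation). Nfkbia, the inhibitor of NF-kB, had 659.6 ± 37.8 normalized reads in blood and 1834 ± 20.4 in spleen, a log2 fold change of -1.48 (standard error 0.15, adjusted p = 1.5e-05). Il7r, the interleukin-7 receptor alpha chain, had 2099.9 ± 362 in blood, a log2 fold change of -1.62 (standard error 0.17, adjusted p = 1.6e-05). With liver_C in place of spleen Mki67 and Nfkbia did not pass and Il7r had 0.06, 16 genes were higher and 20 lower in blood, and 16 of the 574 genes called between blood and spleen passed again. Of these 574 genes, 457 had the same sign against liver_C, the cell cycle count was 1 and the NF-kB count 2.

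Thymus libraries had more RNA of NK cell receptors and of replication histones than spleen libraries, and less of genes that handle extracellular NAD and ATP. Of 17 measured NK cell receptor genes, 11 were higher in thymus, 3 lower and 3 not called (11 higher and 4 lower when adjusted over the list alone; camera adjusted p = 5.03e-07, and 0.0402 with an estimated correlation). Klra9, an NK cell receptor whose family members share reads, had 4532 ± 902 normalized reads in thymus and 58.7 ± 7.41 in spleen, a log2 fold change of 6.23 (standard error 0.26, adjusted p = 2.1e-12). Of 43 histone genes 41 were higher, 0 lower and 2 not called (43 when adjusted over the list alone; camera adjusted p = 5.78e-30, and 0.156 with an estimated correlation), and of 25 cell cycle genes 22 were higher and 3 not called (25 when adjusted over the list alone; camera adjusted p = 2.25e-19, and 0.156 with an estimated correlation). In the same libraries 11 of 14 markers of double-positive thymocytes were higher, and whether the histone and cell cycle RNA comes from such cells was not tested. Of 10 genes of P2X7 and NAD handling, 6 were lower, 2 higher and 2 not called (6 and 2 when adjusted over the list alone; camera adjusted p = 9.51e-07, and 0.0256 with an estimated correlation). Art2b had 134 ± 9.26 normalized reads in thymus, a log2 fold change of -4.01 (standard error 0.11, adjusted p = 7.3e-15), and Cd38 had 114 ± 26.4, a log2 fold change of -1.99 (standard error 0.17, adjusted p = 1.3e-07). The gelatinase gene Mmp9 had 8.37 ± 2.64 in thymus and 1186 ± 576 in spleen, a log2 fold change of -6.92 (standard error 0.27, adjusted p = 7.8e-13).

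Among BALB/c liver libraries, RNA of B cells was uneven: Igkc had 39.4 ± 49.4 normalized reads (SD, n = 2) in liver_C and 193 ± 166 (SD, n = 3) in liver_H. Each of the 34 genes higher in BALB/c liver_H was higher within the lowest library range and within the middle range alone, by a median log2 difference of 2.52 and 2.99, on the libraries with which they were called.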
